# Gene Expression Changes in the Septum: Possible Implications for MicroRNAs in Sculpting the Maternal Brain

**DOI:** 10.1371/journal.pone.0038602

**Published:** 2012-06-06

**Authors:** Changjiu Zhao, Michael C. Saul, Terri Driessen, Stephen C. Gammie

## Abstract

The transition from the non-maternal to the maternal state is characterized by a variety of CNS alterations that support the care of offspring. The septum (including lateral and medial portions) is a brain region previously linked to various emotional and motivational processes, including maternal care. In this study, we used microarrays (PLIER algorithm) to examine gene expression changes in the septum of postpartum mice and employed gene set enrichment analysis (GSEA) to identify possible regulators of altered gene expression. Genes of interest identified as differentially regulated with microarray analysis were validated with quantitative real-time PCR. We found that fatty acid binding protein 7 (Fabp7) and galanin (Gal) were downregulated, whereas insulin-like growth factor binding protein 3 (Igfbp3) was upregulated in postpartum mice compared to virgin females. These genes were previously found to be differentially regulated in other brain regions during lactation. We also identified altered expression of novel genes not previously linked to maternal behavior, but that could play a role in postpartum processes, including glutamate-ammonia ligase (Glul) and somatostatin receptor 1 (Sstr1) (both upregulated in postpartum). Genes implicated in metabolism, cell differentiation, or proliferation also exhibited altered expression. Unexpectedly, enrichment analysis revealed a high number of microRNAs, transcription factors, or conserved binding sites (177 with corrected *P*-value <0.05) that were significantly linked to maternal upregulated genes, while none were linked to downregulated genes. MicroRNAs have been linked to placenta and mammary gland development, but this is the first indication they may also play a key role in sculpting the maternal brain. Together, this study provides new insights into genes (along with possible mechanisms for their regulation) that are involved in septum-mediated adaptations during the postpartum period.

## Introduction

A variety of behavioral, metabolic, structural, and neuroendocrine alterations occur during the transition from a virgin to a lactating state [1]–[4]. These physiological adaptations during lactation are believed to be critically important for the survival and development of the offspring. For example, in rodents, within hours of parturition, the mother retrieves the scattered pups, gathers them together in the nest, and adopts a nursing posture over the pups to permit suckling [5]. Adaptive changes in several neuroendocrine systems during lactation are also evident. For example, the release of both adrenocorticotropic hormone and corticosterone in response to various stressors is markedly suppressed [6], [7]. A striking change in metabolic aspect during lactation is the negative energy balance resulting from the increased energy demand and decreased adaptive thermogenesis [8]. This energy-saving mechanism facilitates the availability of energy for milk production.

The mammalian septum is a heterogeneous forebrain structure that is divided into two main subdivisions, the medial septum (MS) and the lateral septum (LS), and has been linked to various aspects of maternal care, including offspring protection and pup retrieval [9]–[12]. Neuroanatomically, MS is densely interconnected with the hippocampus while LS has extensive reciprocal connections with numerous brain regions known to regulate affect and motivation, such as hypothalamus, amygdala, bed nucleus of the stria terminalis, periaqueductal gray, ventral tegmental area, and raphe nuclei [13]–[15]. Neurochemically, a high number of neurons in LS contain GABA and in subregions of LS, neurons also express other neurotransmitters, such as neurotensin, enkephalin, galanin, and somatostatin [13], [14]. Neurons within MS are predominantly GABAergic and/or cholinergic [16]. LS has long been considered to play a critical role in regulating multiple affective, behavioral and cognitive processes, such as fear, anxiety, depression, aggression, maternal behavior, and social recognition [11], [15], [17]–[19]. MS functions mainly as a region that modulates processes related to attention and memory [20], [21].

Alterations in neuronal activity and gene expression in several brain regions during the postpartum period have been reported. For example, during lactation, neuronal activity of neuropeptide Y (NPY) and agouti-related protein are increased in the arcuate nucleus of hypothalamus (Arc), a site known to be a core feeding center, whereas proopiomelanocortin is reduced [22], [23]. These changes in neuropeptide activity have been proposed to be important in integrating Arc-mediated food intake and energy balance. Expression changes of some genes in forebrain structures during lactation have been demonstrated to be involved in the control of maternal/parental and/or reproductive behaviors [24]–[26]. However, possible alterations in gene expression in the septum that may contribute to the septum-mediated adaptations during lactation remain largely unexplored. In this study, we employed microarray analysis to identify genes in the septum with altered expression during the postpartum period.

As part of this study, we were also interested in how identified gene expression differences may have occurred. Producing the maternal brain is a complex process and is associated with various contributing factors including hormonal changes and sensory input from different events, such as the mating, parturition, nursing, and additional interactions with offspring [27]–[29]. There are likely large numbers of transcription factors that contribute to the gene expression changes but which have not to date been evaluated. Newer data mining tools, such as gene set enrichment analysis (GSEA), provide a unique approach to gain insight into how altered gene expression occurs [30]. The databases include for each gene information on all known binding sites in that region, including those for a wide range of transcription factors and microRNAs (miRNAs), that may be involved in gene expression. MiRNAs are of interest because they have been implicated in peripheral alterations, such as placenta and mammary gland development [31], [32] in the maternal female, but to date no roles for miRNAs have been examined for the maternal brain. In this study, we used GSEA to gain insights into how large scale changes may have been occurring during pregnancy and early lactation with a subset of transcriptional regulators.

## Results

### Genes Identified as being Differentially Expressed in the Septum of Lactating Versus Virgin Mice

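Gene expression was measured in the septum of 6 lactating mice on postpartum days 6 to 8 and of 6 virgin mice, all about 70 days old, with 1 Affymetrix mouse gene array per mouse. The paper describes the tissue as the whole septum, while the protocol deposited with the arrays names only its lateral part, and the values do not settle which was taken. The deposited table gives 35556 transcript clusters, which are the groups of probes that the array assigns to 1 transcribed region. Of these, 21789 carry 1 gene symbol, 1621 carry several and 12146 have no gene listed. The authors summarised and normalized the probe intensities with the PLIER algorithm and a background correction by GC content, and the values are intensities on a linear scale from 3e-05 to 26320. The median intensity per array was between 320 and 339, and the log2 values of any pair of arrays correlated at 0.987 to 0.994. For the values below, 16 was added to each intensity, the log2 was taken, and the empirical Bayes test of limma compared lactating with virgin mice for every transcript cluster without a filter. The paper's text names limma but not the scale of the values. On the linear intensities, limma gave the fold changes of the 1998 rows of Table S1 that could be read within 0.0001 and their P values within 1%, so counts on the linear scale stand beside those on the log2 scale where they differ. Genes were named from the annotation of the array, with current symbols looked up by gene identifier in a RefSeq table for GRCm38.p6, and a difference is always lactating minus virgin. The number of arrays limits the precision. In simulated arrays of this size and spread, whose clusters varied independently, 87% of genes changed 1.3-fold passed an unadjusted p under 0.0025. Of genes changed 1.6-fold, 98% did. Smaller changes, such as most of those in Table 1, were not simulated.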

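The genes with the strongest evidence of higher expression in lactating mice were Cish, a suppressor of cytokine signaling, Igfbp3, the splicing regulator Tra2a, Spink8, the endoplasmic reticulum protein Sdf2l1, the glucocorticoid-induced gene Tsc22d3, Tmem177, Lonrf3, the ribosome biogenesis gene Pes1 and the co-chaperone Dnaja4. On the lower side these were the chemokine Ccl17, 2 clusters of the extracellular matrix gene Hmcn1, the cytokine genes Il1f8 and Csf2, Phldb3, the odorant receptor gene Olfr729, Pabpc6, Mettl21c and Fabp7. Il1f8, Olfr729, Pabpc6 and Mettl21c were dim, averaging 66.9, 69.9, 120.5 and 123.8 in virgin mice. On the linear intensities their unadjusted p from limma was 0.00791, 0.0145, 0.00336 and 0.00429, not under 0.0025. The dimmest clusters were lower as a whole. In bins 1, 2 and 3 of 10 by mean intensity, clusters with 1 gene symbol had median log2 differences of −0.0535, −0.0683 and −0.0629. Tsc22d3 averaged 671 ± 77.3 (SD, n = 6) in lactating mice and 501 ± 58.1 (SD, n = 6) in virgin mice, a log2 difference of 0.41 (exact permutation test, p = 0.00433). Cish averaged 343 ± 8.98 against 303 ± 6.23, and its intensity in each of the 6 lactating mice was above that of every virgin mouse. The exact permutation test gave p = 0.00216 for Cish, the smallest p that 6 mice against 6 allow. Ccl17 averaged 407 ± 14.0 in lactating mice and 493 ± 8.74 in virgin mice, with every lactating mouse below every virgin mouse. Csf2, the granulocyte-macrophage colony-stimulating factor, averaged 130 ± 5.75 against 150 ± 6.42, again without overlap. At an unadjusted p under 0.0025 from limma, 57 transcript clusters were higher and 63 were lower, 120 in all, and 79 different genes are named among them. If nothing differed, 89 clusters would be expected at this cutoff. On the linear intensities 115 were higher and 52 lower, naming 138 different symbols, and 68 clusters passed on both scales. The count on the log2 scale was 68 without lactating mouse 3 or without virgin mouse 6 and 216 without virgin mouse 3. The smallest adjusted p over all clusters was 0.0715, for Ccl17.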

Using PLIER analysis with a *P*<0.0025 cutoff value, we identified 116 genes that displayed significant changes in expression (Table 1). 

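Transcripts for the inhibitory neuropeptide galanin were lower in the septum of lactating mice, and those for the somatostatin receptor Sstr1 were higher. Gal intensity fell by 16.9%, from 284 ± 40.7 (SD, n = 6) in virgin mice to 236 ± 16.5 (SD, n = 6) in lactating mice. Its log2 difference was −0.24 with a standard error of 0.0835. The exact two-sided permutation test gave p = 0.0281 for Gal, and 3 of the 6 lactating mice were below every virgin mouse. Sstr1 averaged 356 ± 42.3 in lactating mice and 291 ± 17.4 in virgin mice, which is 22.4% higher. Each lactating mouse had more Sstr1 signal than any virgin mouse (exact permutation test, p = 0.00216), and the log2 difference was 0.27 with a standard error of 0.0697. In limma the unadjusted p was 0.0123 for Gal and 0.00181 for Sstr1. All 6 genes that the paper took to qPCR passed an adjusted p under 0.05 from limma when adjusted over the list alone, with 0.0148 for Gal and 0.00272 for Sstr1. The study chose these genes on the same arrays, so this count is not independent evidence. Over all transcript clusters the adjusted p was 0.619 for each.

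**Figure D1:**
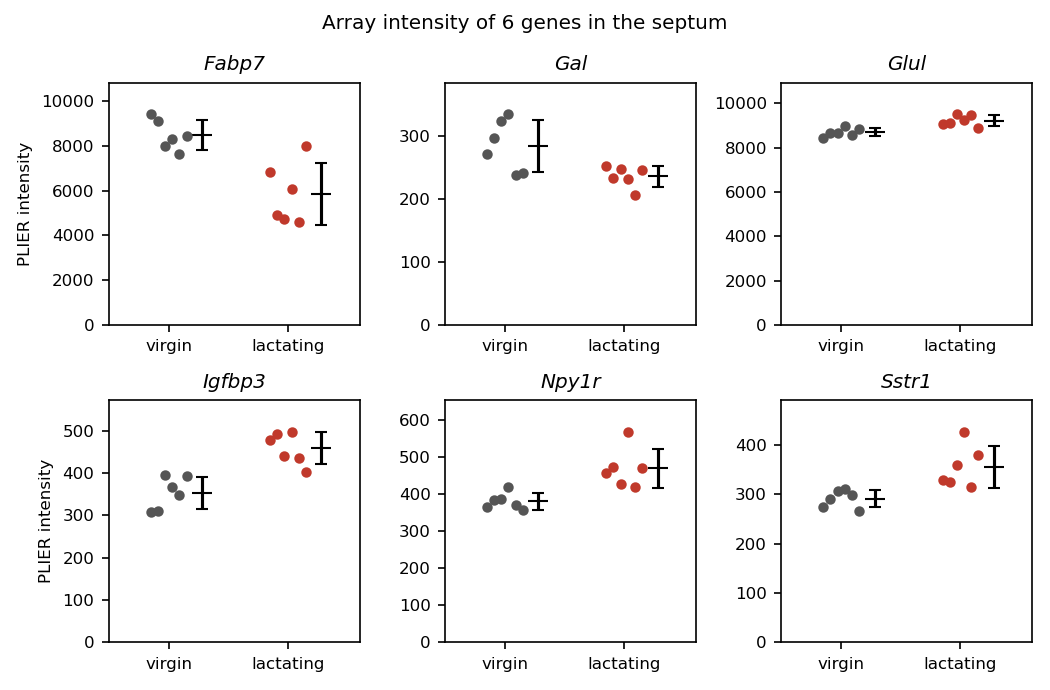
PLIER intensity (vertical axis, linear scale) of Fabp7, Gal, Glul, Igfbp3, Npy1r and Sstr1 in 6 virgin mice (grey) and 6 lactating mice (red), 1 point per mouse, with the mean and SD beside the points. Igfbp3 and Sstr1 do not overlap between the groups, while Gal ranges from 238 to 334 in virgin mice and from 206 to 251 in lactating mice.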

Two genes of interest, Gal (*P* = 0.018, fold change is 0.83) and Sstrl (*P* = 0.004, fold change is 1.22) were not included in Table 1 because their *P* values were more than 0.0025. The full list of all 35,557 targets, their relative expression and *P* value ranking using PLIER algorithm is presented in Table S1. The genes identified as being differentially expressed in lactating versus virgin mice were distributed across a number of categories (Table 1). 

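All 116 genes of Table 1 were found on the arrays, and each differed in the direction that the table gives, 91 being higher and 25 lower in lactating mice. The categories of protein folding, transcription, translation, biosynthesis, development, apoptosis and ubiquitination held higher genes alone. In protein folding these were the co-chaperone Dnaja4 (log2 difference 0.22), the glycoprotein folding sensor Uggt1 (0.12) and the chaperonin subunit Cct6a (0.11). In RNA-related function, Tra2a rose from 833 ± 55.2 (SD, n = 6) in virgin mice to 1004 ± 66.1 (SD, n = 6) in lactating mice, without overlap (exact permutation test, p = 0.00216), and the cleavage factor subunit Nudt21 had a log2 difference of 0.18. The transporters went both ways, with the glutamate transporter Slc1a1 at 0.16 for the cluster in the table and the zinc transporter Slc39a4 at −0.17. Signal transduction held 7 higher and 5 lower genes, among them the fatty acid receptor Gpr120 at −0.15. In metabolism, 16 genes were higher and 2 lower, with Lonrf3 at 0.29, Smox, an oxidase of spermine, at 0.18 and the phosphorylase kinase subunit Phka1 at 0.22. On the log2 scale 41 of the 116 genes had an unadjusted p under 0.0025 from limma (29 higher and 12 lower) and 115 had one under 0.05, while on the linear scale all 116 had one under 0.0025. Leaving out 1 array at a time gave 16 genes (without virgin mouse 6) to 37 (without virgin mouse 4). With replicate number as a block, 20 of the genes had an unadjusted p under 0.0025 on the log2 scale. The study chose this list on these arrays, so the counts are not independent evidence, and 102 of the genes lie in the brighter part of the clusters, above the median. The cluster used for each gene has a P under 0.0025 in Table S1, whose values the linear intensities give back. The directions and the count on the linear scale thus restate the paper's own values.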

The function/category of each gene was sorted out individually based on the biological process using PubMed and GenBank databases.

**Table 1:** List of genes showing highest significant differences in gene expression between lactating and virgin mice when analyzed with the probe logarithmic intensity error statistics (PLIER) (*P*<0.0025).

Accession#	Gene	Gene title	Fold change
*Apoptosis, anti-apoptosis*			
NM_019735	Apip	APAF1 interacting protein	1.11
NM_026121	Bag4	BCL2-associated athanogene 4	1.17
NM_001033136	Fam82a2	family with sequence similarity 82, member A2	1.07
NM_010477	Hspd1	heat shock protein 1	1.10
NM_026160	Map1lc3b	microtubule-associated protein 1 light chain 3 beta	1.07
*Biosynthesis*			
NM_013490	Chka	choline kinase alpha	1.14
NM_010027	Ddt	D-dopachrome tautomerase	1.16
NM_001033300	Gmps	guanine monophosphate synthetase	1.05
NM_134017	Mat2b	methionine adenosyltransferase II, beta	1.08
*Cell cycle, adhesion, division, death, differentiation and proliferation*			
NM_007591	Calr	calreticulin	1.10
NM_017367	Ccni	cyclin I	1.07
NM_009865	Cdh10	cadherin 10	1.09
NM_009969	Csf2	colony stimulating factor 2 (granulocyte-macrophage)	0.87
NM_019561	Ensa	endosulfine alpha	1.07
NM_023794	Etv5	ets variant gene 5	1.19
NM_021272	Fabp7*	fatty acid binding protein 7	0.69
NM_146001	Hip1	huntingtin interacting protein 1	1.09
NM_008343	Igfbp3*	insulin-like growth factor binding protein 3	1.30
NM_008564	Mcm2	minichromosome maintenance deficient 2 mitotin (S. cerevisiae)	0.91
NM_022889	Pes1	pescadillo homolog 1	1.11
NM_033573	Prcc	papillary renal cell carcinoma (translocation-associated)	1.06
NM_009009	Rad21	RAD21 homolog (S. pombe)	1.08
NM_009082	Rpl29	ribosomal protein L29	0.95
NM_018754	Sfn	stratifin	0.89
NM_028232	Sgol1	shugoshin-like 1 (S. pombe)	0.88
NM_016737	Stip1	stress-induced phosphoprotein 1	1.11
NM_177033	Vwc2	von Willebrand factor C domain containing 2	1.08
*Development*			
NM_016845	Acrbp	proacrosin binding protein	1.10
NM_023598	Arid5b	AT rich interactive domain 5B (MRF1-like)	1.14
NM_008010	Fgfr3	fibroblast growth factor receptor 3	1.15
NM_008494	Lfng	LFNG O-fucosylpeptide 3-beta-N-acetylglucosaminyltransferase	1.13
NM_023248	Sbds	Shwachman-Bodian-Diamond syndrome homolog (human)	1.08
*Metabolism*			
NM_025590	Acot11	acyl-CoA thioesterase 11	1.13
NM_053115	Acox2	acyl-Coenzyme A oxidase 2, branched chain	0.87
NM_021299	Ak3	adenylate kinase 3	1.11
NM_025275	Amz2	archaelysin family metallopeptidase 2	1.10
NM_001038699	Fn3k	fructosamine 3 kinase	1.09
NM_008131	Glul*	glutamate-ammonia ligase (glutamine synthetase)	1.06
NM_028894	Lonrf3	LON peptidase N-terminal domain and ring finger 3	1.24
NR_028353	Nt5c2	5′-nucleotidase, cytosolic II	1.07
NM_028794	Nudt9	nudix (nucleoside diphosphate linked moiety X)-type motif 9	1.09
NM_009787	Pdia4	protein disulfide isomerase associated 4	1.15
NM_027959	Pdia6	protein disulfide isomerase associated 6	1.20
NM_008832	Phka1	phosphorylase kinase alpha 1	1.17
NM_001083110	Pja1	praja1, RING-H2 motif containing	1.08
NM_025882	Pole4	polymerase (DNA-directed), epsilon 4 (p12 subunit)	0.94
NM_011275	Rnaseh1	ribonuclease H1	1.07
NM_025683	Rpe	ribulose-5-phosphate-3-epimerase	1.08
NM_001163571	Senp3	SUMO/sentrin specific peptidase 3	1.10
NM_001177833	Smox	spermine oxidase	1.14
*Phosphorylation, dephosphorylation*			
NM_013557	Eif2ak1	eukaryotic translation initiation factor 2 alpha kinase 1	1.07
NM_001004144	Git1	G protein-coupled receptor kinase-interactor 1	1.06
NM_144843	Mtmr6	myotubularin related protein 6	1.07
NM_001110218	Ppm1h	protein phosphatase 1H (PP2C domain containing)	1.15
NM_027673	Tssk4	testis-specific serine kinase 4	0.91
*Protein folding*			
NM_009838	Cct6a	chaperonin containing Tcp1, subunit 6a (zeta)	1.08
NM_021422	Dnaja4	DnaJ (Hsp40) homolog, subfamily A, member 4	1.17
NM_198899	Uggt1	UDP-glucose glycoprotein glucosyltransferase 1	1.09
*Protein ubiquitination, deubiquitination*			
NM_019927	Arih1	ariadne ubiquitin-conjugating enzyme E2 binding protein homolog 1 (Drosophila)	1.05
NM_133247	Usp33	ubiquitin specific peptidase 33	1.08
*Regulation of transcription*			
NM_017406	Atf6b	activating transcription factor 6 beta	1.08
NM_011714	Baz1b	bromodomain adjacent to zinc finger domain, 1B	1.08
NM_019682	Dynll1	dynein light chain LC8-type 1	1.09
NM_008065	Gabpa	GA repeat binding protein, alpha	1.12
NM_001080817	Prdm10	PR domain containing 10	1.06
NM_027748	Taf3	TAF3 RNA polymerase II, TATA box binding protein (TBP)-associated factor	1.08
NM_001077364	Tsc22d3	TSC22 domain family, member 3	1.34
*RNA-related function*			
NM_026623	Nudt21	nudix (nucleoside diphosphate linked moiety X)-type motif 21	1.13
NM_016813	Nxf1	nuclear RNA export factor 1 homolog (S. cerevisiae)	1.09
NM_026045	Prpf18	PRP18 pre-mRNA processing factor 18 homolog	1.08
NM_027911	Raver1	ribonucleoprotein, PTB-binding 1	0.93
NM_026886	Srrm4	serine/arginine repetitive matrix 4	1.12
NM_198102	Tra2a	transformer 2 alpha homolog (Drosophila)	1.21
*Signal transduction*			
NM_001128084	Arhgap21	Rho GTPase activating protein 21	1.04
NM_011332	Ccl17	chemokine (C-C motif) ligand 17	0.83
NM_009895	Cish	cytokine inducible SH2-containing protein	1.13
NM_010172	F7	coagulation factor VII	0.89
NM_181748	Gpr120	G protein-coupled receptor 120	0.89
NM_008630	Mt2	metallothionein 2	0.93
NM_010934	Npy1r *	neuropeptide Y receptor Y1	1.23
NM_027571	P2ry12	purinergic receptor P2Y, G-protein coupled 12	0.92
NM_008882	Plxna2	plexin A2	1.05
NM_009067	Ralbp1	ralA binding protein 1	1.08
NM_001039089	Sel1l	sel-1 suppressor of lin-12-like (C. elegans)	1.07
NM_008507	Sh2b3	SH2B adaptor protein 3	1.05
*Translation*			
NM_013854	Abcf1	ATP-binding cassette, sub-family F (GCN20), member 1	1.07
NM_029735	Eprs	glutamyl-prolyl-tRNA synthetase	1.06
NM_030722	Pum1	pumilio 1 (Drosophila)	1.07
*Transport*			
NM_001122820	Ap3m2	adaptor-related protein complex 3, mu 2 subunit	1.06
NM_025828	Lman2	lectin, mannose-binding 2	1.10
NM_001013374	Lman2l	lectin, mannose-binding 2-like	1.09
NM_019983	Rabgef1	RAB guanine nucleotide exchange factor (GEF) 1	1.08
NM_009199	Slc1a1	solute carrier family 1 (neuronal/epithelial high affinity glutamate transporter, system Xag), member 1	1.12
NM_011394	Slc20a2	solute carrier family 20, member 2	0.92
NM_011400	Slc2a1	solute carrier family 2 (facilitated glucose transporter), member 1	1.13
NM_028064	Slc39a4	solute carrier family 39 (zinc transporter), member 4	0.89
NM_172269	Vps18	vacuolar protein sorting 18 (yeast)	1.06
*Others*			
NM_027907	Agxt2l1	alanine-glyoxylate aminotransferase 2-like 1	1.64
NM_025675	Atpbd4	ATP binding domain 4	0.92
NM_177759	Ccdc60	coiled-coil domain containing 60	0.84
NM_001081345	Chd2	chromodomain helicase DNA binding protein 2	1.08
NM_030137	Cstad	CSA-conditional, T cell activation-dependent protein	0.79
NM_145570	Fam176a	family with sequence similarity 176, member A	1.19
NM_001033440	Gm1587	predicted gene 1587	0.89
NM_001024720	Hmcn1	hemicentin 1	0.85
NM_033322	Lztfl1	leucine zipper transcription factor-like 1	1.09
NM_001102613	Phldb3	pleckstrin homology-like domain, family B, member 3	0.86
NM_027241	Polr3gl	polymerase (RNA) III (DNA directed) polypeptide G like	1.07
NM_175388	Rnf169	ring finger protein 169	1.07
NM_022324	Sdf2l1	stromal cell-derived factor 2-like 1	1.24
NM_183136	Spink8	serine peptidase inhibitor, Kazal type 8	1.22
NM_175106	Tmem177	transmembrane protein 177	1.12
NM_029074	Tmem188	transmembrane protein 188	1.09
NM_153525	Tmem41b	transmembrane protein 41B	1.15
NM_025749	Zfp474	zinc finger protein 474	0.90
NM_146203	Zfp764	zinc finger protein 764	0.90

Fold change greater than 1.0 represents increases, while less than 1.0 indicates decreases in lactating versus virgin mice.

* Indicates gene expression result obtained from microarray analysis was further verified using qPCR.

### Verification of Microarray Results by Quantitative Real-time PCR Analysis

Consistent with the findings from microarray analysis, mRNA levels of three representative genes, Glul (*P* = 0.023), Igfbp3 (*P* = 0.004) and Sstr1 (*P* = 0.048) were identified as being significantly up-regulated in maternal mice as compared to virgin mice, whereas Fabp7 (*P*<0.001) and Gal (*P* = 0.023) were significantly down-regulated (Fig. 1). 

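Npy1r encodes the Y1 receptor, 1 of the receptors through which neuropeptide Y acts. On the arrays it averaged 470 ± 53.7 (SD, n = 6) in lactating mice and 381 ± 22.8 (SD, n = 6) in virgin mice, which is 23.4% higher. In 5 of the 6 lactating mice its intensity was above that of every virgin mouse (exact permutation test, p = 0.00433). The log2 difference was 0.29 with a standard error of 0.0675, at an unadjusted p of 0.000971 from limma. The adjusted p from limma was 0.619 over all transcript clusters and 0.00194 over the 6 qPCR genes alone. Those genes were chosen on these arrays, so the second value is not independent evidence.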

While Npy1r mRNA levels were found to be significantly increased in lactating versus virgin mice in the microarray analysis, we did not confirm a difference between the two groups using highly sensitive real-time PCR technique (Fig. 1).

**Figure 1:**
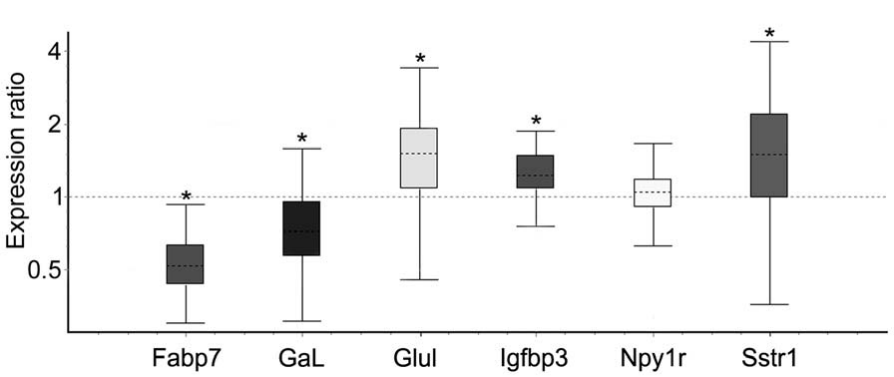
Quantitative real-time PCR analysis of Fabp7, Gal, Glul, Igfbp3, Npy1r and Sstr1 expression in the septum. Relative expression distribution of mRNA (y-axis) represented as a ratio of maternal versus virgin mice, was calculated using Ywhaz and CycA as reference genes, and shown by box-and-whisker plot as medians (dashed lines), interquartile range (boxes) and ranges (whiskers). Ratios over one indicate genes with higher expression in maternal relative to virgin mice, and ratios of less than one indicate genes with lower expression in maternal as opposed to virgin mice. Confirming array results, postpartum mice exhibited increased Glul, Igfbp3, Sstr1and decreased Fabp7 and Gal mRNA levels relative to virgin control mice. Npy1 was not confirmed. *P<0.05 maternal mice versus virgin control.

### Gene Set Enrichment Analysis Results

When evaluating genes upregulated in postpartum mice, 177 unique regions involved in transcriptional regulation reached significance (corrected *P*-value <0.05). 

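Among the genes that were higher in lactating mice, those for chaperones stood together. Of 27 measured genes of the heat shock response and the cytosolic chaperones, 15 were higher and 0 lower at an unadjusted p under 0.05 from limma, and 12 rose when adjusted over the list alone. They include Dnaja4, Stip1, which links Hsp70 to Hsp90 (log2 difference 0.14), Dnajb1 (0.30) and the Hsp90 partner Chordc1 (0.23). Of 30 genes for chaperones of the endoplasmic reticulum and the unfolded protein response, 14 were higher and 0 lower, with 12 rising when adjusted over the list alone. Here Sdf2l1 averaged 710 ± 78.4 (SD, n = 6) in lactating mice and 571 ± 19.1 (SD, n = 6) in virgin mice (exact permutation test, p = 0.00216), and the main chaperone Hspa5 rose from 3445 ± 179 to 4087 ± 439 (exact permutation test, p = 0.00433). The protein disulfide isomerases Pdia4 and Pdia6 had log2 differences of 0.20 and 0.27. Against all other genes, camera placed the heat shock list higher at an adjusted p of 1.21e-13 and the endoplasmic reticulum list at 1.02e-10 over 29 lists, with adjusted p = 0.118 with an estimated correlation for each. The mean of the heat shock list was higher in each of the 6 lactating mice than in any virgin mouse (exact permutation test, p = 0.00216). Its adjusted p was 0.0628 over 29 lists, the limit for a list that is alone at the smallest p of 6 mice against 6. For the endoplasmic reticulum list the mean was higher than in any virgin mouse in 5 of the 6 (exact permutation test, p = 0.00433). Both lists were written with Table 1 and Table S1 already read, and 4 and 6 of their genes are in Table 1, so they are not independent evidence. Without those genes the mean of the heat shock list was higher in all 6 lactating mice than in any virgin mouse (exact permutation test, p = 0.00216). For the endoplasmic reticulum list without them this held for 5 of the 6 (exact permutation test, p = 0.00433). Other members may have been seen in Table S1, so leaving out the genes of Table 1 does not make the lists independent evidence. The sets of binding sites behind the enrichment in the paper are not analysed here.

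**Figure D2:**
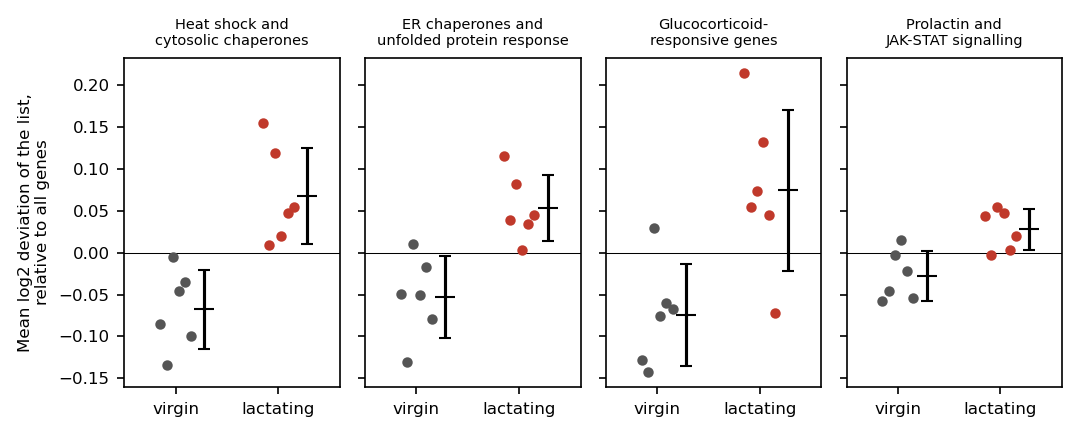
Mean log2 deviation of a list's genes from their average over the 12 arrays, relative to all genes (vertical axis), in 6 virgin mice (grey) and 6 lactating mice (red), 1 point per mouse, with the mean and SD beside the points. The lists are heat shock and cytosolic chaperones, chaperones of the endoplasmic reticulum, glucocorticoid-responsive genes, and prolactin and JAK-STAT signaling, and the groups do not overlap for the heat shock list.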

The majority of these were miRNA binding sites (67%; 119 out of 177). For example, the site with the fifth highest *p*-value was a binding site for miRNA, Mir-183. For some binding sites, multiple miRNAs were listed. For example, for the 10^th^ most significant region is the conserved binding site of AGCACTT, which can be bound by multiple miRNAs, including Mir-93 and Mir-302B. A partial (Table 2) and full list (Table S2) of the GSEA results are provided. The binding sites for 29 different transcription factors were identified as significantly upregulating gene expression in maternal mice (Table 3, Table S2). The database includes target data from multiple species and in some cases a given transcription factor (e.g., YY1) reached significance with multiple species. Here we only counted each transcription factor once and only list those associated with mammals (e.g., mouse, human). Twenty seven additional conserved binding sites in close proximity to genes were also identified as being linked with upregulated expression in maternal mice (Table S2). For these regions, no known transcription factor or miRNA has been identified that target these regions.

**Table 2:** List of all miRNAs found to be significantly linked with upregulated gene expression in postpartum mice using GSEA.

MIR-1	MIR-30E-5P	MIR-138	MIR-195	MIR-301	MIR-381	MIR-501
MIR-9	MIR-31	MIR-139	MIR-197	MIR-302A-D	MIR-382	MIR-505
MIR-15A-B	MIR-32	MIR-141	MIR-199A-B	MIR-320	MIR-409-3P	MIR-512-3P
MIR-16	MIR-33	MIR-142-3P	MIR-200A-C	MIR-323	MIR-409-5P	MIR-512-5P
MIR-17-3P	MIR-34A-C	MIR-142-5P	MIR-202	MIR-324-3P	MIR-410	MIR-515-3P
MIR-17-5P	MIR-92	MIR-143	MIR-203	MIR-326	MIR-422A-B	MIR-516-5P
MIR-18A-B	MIR-93	MIR-144	MIR-204	MIR-329	MIR-424	MIR-518A-2
MIR-19A-B	MIR-96	MIR-145	MIR-205	MIR-335	MIR-429	MIR-518C
MIR-20A-B	MIR-101	MIR-148A-B	MIR-206	MIR-337	MIR-432	MIR-519A-D
MIR-21	MIR-103	MIR-149	MIR-211	MIR-346	MIR-448	MIR-520A-H
MIR-22	MIR-105	MIR-150	MIR-212	MIR-361	MIR-449	MIR-524
MIR-24	MIR-106A-B	MIR-152	MIR-214	MIR-363	MIR-452	MIR-526B
MIR-25	MIR-107	MIR-153	MIR-216	MIR-365	MIR-485-3P	MIR-527
MIR-26A-B	MIR-122A	MIR-154	MIR-218	MIR-367	MIR-485-5P	
MIR-27A-B	MIR-124A	MIR-155	MIR-219	MIR-369-3P	MIR-487	
MIR-28	MIR-125A-B	MIR-181A-D	MIR-221	MIR-372	MIR-493	
MIR-30A-3P	MIR-128A-B	MIR-182	MIR-222	MIR-373	MIR-494	
MIR-30A-5P	MIR-129	MIR-183	MIR-223	MIR-374	MIR-495	
MIR-30B-D	MIR-130A-B	MIR-186	MIR-224	MIR-377	MIR-496	
MIR-30E-3P	MIR-132	MIR-194	MIR-299-5P	MIR-378	MIR-497	

For a given binding site near an upregulated gene, in some cases only one miRNA is identified, but for other sites multiple miRNAs are identified. In the list, if a dash separates two letters, that indicates all miRNAs within those letters were also significant (e.g., MIR-181A-D indicates miRNAs 181A, 181B, 181C, and 181D). Table S2 provides additional information on the binding sites for the miRNAs and p-values.

**Table 3:** List of transcription factors (and corrected *p*-values) that are significantly linked to upregulation of subsets of genes in maternal mice using GSEA.

ELK1	0.0000	RFX1	0.0000	MAX	0.0080	TFDP2	0.0210
YY1	0.0000	GABPB2	0.0010	MYC	0.0080	ERR1	0.0220
NRF2	0.0000	E2F	0.0010	SOX9	0.0080	FOXN1	0.0230
ATF2	0.0000	HSF1	0.0020	HLF	0.0080	PAX3	0.0250
E4F1	0.0000	HIF1A	0.0020	ZF5	0.0090	E2F4	0.0390
E4BP4	0.0000	ATF4	0.0040	HSF2	0.0130		
NFMUE1	0.0000	E2F1	0.0060	NMYC	0.0130		
NRF1	0.0000	SREBF1	0.0070	TFDP1	0.0190		

GSEA website (http://www.broadinstitute.org/gsea/index.jsp) provides information on the conserved binding motif along with all gene targets. Table S2 provides information on *p*-values and names used by GSEA. Abbreviations: ATF, activating transcription factor; E2F, E2F transcription factor; E4F, E4F transcription factor; ELK1, ELK1, member of ETS oncogene family; ERR1, oestrogen receptor related 1; GABPB2, GA repeat binding protein, beta 2; HIF1, hypoxia inducible factor 1; HLF, hepatic leukemia factor; HSF, heat shock factor; MAX, max protein; MYC, myelocytomatosis oncogene; NMYC, neuroblastoma myc-related oncogene; NRF1, nuclear respiratory factor 1; PAX3, paired box gene 3; RFX1, regulatory factor X, 1; SF1, splicing factor 1; SOX9, SRY-box containing gene 9; SREBF1, sterol regulatory element binding transcription factor 1; TFDP, transcription factor Dp; YY1, YY1 transcription factor; ZF5, zinc finger protein 5.

## Discussion

This study used Affymetrix microarray analysis and real-time PCR techniques to examine CNS gene expression changes in the septum during lactation. 

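At an unadjusted p under 0.05 the septum of lactating mice had 1160 transcript clusters that were higher and 1668 that were lower than in virgin mice. These 2828 clusters name 1983 different genes, and 1778 clusters would be expected at this cutoff if nothing differed. On the linear intensities the balance was turned, with 1569 clusters higher and 1274 lower, 2843 in all. Subtraction of each array's median gave 2027 higher and 992 lower, and quantile normalization 1300 and 1191. Replicate number as a block gave 1159 higher and 2035 lower. The 4 clusters of Hmcn1 with an unadjusted p under 0.0025 are part of a wider pattern, since this gene of the extracellular matrix has 77 clusters on the array, of which 28 were lower and 0 higher at an unadjusted p under 0.05. The median log2 difference over the 77 clusters of Hmcn1 was −0.12, at a median intensity of 174, where clusters of other genes with like intensity had −0.05 and would give 6.55 lower clusters among 77 at this p. After cyclic loess, chosen after seeing the data, 8 clusters of Hmcn1 were lower and 0 higher at an unadjusted p under 0.05, with a median of −0.07, where like clusters would give 2.91. At an adjusted p under 0.05, limma called 0 clusters on the log2 scale, where 2828 had an unadjusted p under 0.05, and 1 on the linear scale, Ccl17. Without lactating mouse 3 the 2828 clusters became 1864.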

We identified 116 genes (*P*<0.0025 as analyzed by PLIER) and 2844 genes (using a lower cutoff of *P*<0.05) which were distributed across a number of categories in biological process, as being differentially expressed in lactating versus virgin mice. Some of the genes identified are consistent with previous studies testing gene expression changes during lactation. Our study also found a list of novel genes that may play a role in the transition from a non-parental to a parental state. Further, using data mining approaches and GSEA we identified a number of miRNAs and transcription factors that may play a role in producing the maternal brain.

### Identification of Expression Changes During Lactation Consistent with Previous Studies

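Igfbp3, which binds insulin-like growth factors outside the cell, was higher in the septum of every lactating mouse than in any virgin mouse. Its intensity averaged 459 ± 37.6 (SD, n = 6) in lactating mice and 354 ± 38.2 (SD, n = 6) in virgin mice, a difference of 29.6% (exact permutation test, p = 0.00216). The log2 difference was 0.36 with a standard error of 0.0734, at an unadjusted p of 0.000281 from limma. The adjusted p from limma was 0.619 over all transcript clusters and 0.00168 over the 6 qPCR genes alone, which were chosen on these arrays. Of 15 genes of the insulin-like growth factor system, Igfbp3 and the receptor gene Igf1r were higher at an unadjusted p under 0.05 and 0 were lower, and Igfbp3 was the 1 gene that rose when adjusted over the list alone. Igf1r averaged 1258 ± 70.4 in lactating mice and 1155 ± 47.7 in virgin mice (exact permutation test, p = 0.0152). The adaptor gene Irs2 had a log2 difference of 0.12 and Igf2 one of 0.33, each with an unadjusted p above 0.05, and Igf2 was spread over 1140 ± 432 in lactating mice. As a list the 15 genes were shifted higher (camera, adjusted p = 0.0327, and adjusted p = 0.41 with an estimated correlation). The call of the list was lost without lactating mouse 4 (adjusted p = 0.224), lactating mouse 5 (0.0645), virgin mouse 1 (0.0648) or virgin mouse 4 (0.115). It was also lost after quantile normalization (0.0625) and cyclic loess (0.0926), and among clusters above the median intensity (0.0769). With the mean over all clusters of a gene the adjusted p was 0.0523. Lactating mouse 4 had the highest mean log2 deviation for the list (0.229). This mouse was also the highest for excitatory neuron markers of the cortex and hippocampus (1.1) and the lowest for striatum markers (−0.478).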

In the septum, mRNA of Igfbp3 increased about 30% during lactation (Table 1), and was confirmed by qPCR (Fig. 1). This result is consistent with previous findings that Igfbp3 was increased in the arcuate nucleus of hypothalamus (Arc)/ventromedial nucleus of hypothalamus (VMH) [33], and in large hypothalamic CNS regions in previous maternal array studies [34]. Igfbp3 is a member of the superfamily of insulin-like growth factor (IGF) binding proteins and is expressed in the brain. In vivo studies show that Igfbp3 inhibits IGF action by modulating the bioavailability and distribution of IGFs [35]. One possibility is that increased Igfbp3 in the septum during lactation would result in reduced IGF action, but this would need to be determined. Given that IGF negatively regulates food intake and body weight [36], the increased expression of Igfbp3 would be expected to increase food intake through an IGF-mediated mechanism, consistent with the low levels of IGF in association with the metabolic adaptations that occur during lactation [37]. Based on its role in neurogenesis [38], Igfbp3 has been linked to the involvement in certain disease processes, such as ischemia, hypoxia and autism [39], [40]. There are multiple pathways by which Igfbp3 could possibly interact with maternal circuitry.

Fabp7 transcript was reduced about 30% during lactation in this study and was also found to be significantly decreased in maternal rodents in Arc [33] and hypothalamic CNS regions [34] in previous array studies. 

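Fabp7 had the largest fall among the genes that the paper took to qPCR. Its intensity fell by 30.9%, from 8478 ± 674 (SD, n = 6) in virgin mice to 5854 ± 1370 (SD, n = 6) in lactating mice, and 5 of the 6 lactating mice were below every virgin mouse (exact permutation test, p = 0.00649). The log2 difference was −0.56 with a standard error of 0.127, at an unadjusted p of 0.000713 from limma. Lactating mice ranged from 4587 to 8000, more widely than virgin mice, which ranged from 7619 to 9418. Other markers of astrocytes did not move with Fabp7. Of 16 such genes, 2 were higher (Fgfr3 and the connexin gene Gjb6) and 1 was lower (the bicarbonate transporter Slc4a4) at an unadjusted p under 0.05, and Fgfr3, which is also in Table 1, was the gene that rose when adjusted over the list alone. Fgfr3, the receptor of fibroblast growth factor, averaged 1249 ± 50.0 against 1089 ± 81.5 (exact permutation test, p = 0.00216). The 16 genes had a median log2 difference of 0.00 and were not shifted (camera, adjusted p = 0.364). Of 14 genes of neuroblasts and adult neurogenesis, Eomes was higher at an unadjusted p under 0.05, 0 were lower and 0 passed when adjusted over the list alone, and the list was not shifted (camera, adjusted p = 0.807). Dcx, a marker of migrating neuroblasts, averaged 1357 ± 103 in lactating mice and 1438 ± 61.2 in virgin mice (exact permutation test, p = 0.13).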

The mammalian Fabp7 is expressed in radial glial cells, astrocytes, and neuronal cell precursors, functioning as a modulator of cell differentiation, proliferation, and neurogenesis [41]. Interestingly, Fabp7 was preferentially expressed in numerous astrocytes in the amygdala and septum, regions known to be critically involved in the regulation of fear and anxiety [42]. In addition, previous studies show that this gene modulates the processes of sleep, memory, and anxiety [42], [43]. Several lines of evidence associate Fabp7 with neuropsychiatric diseases such as schizophrenia [44]. Fabp7-deficient mice displayed enhanced fear memory and anxiety in adulthood [42]. Together with the functional significance of the septum in fear, anxiety and memory [15], [20], [21], these findings suggest the possibility that Fabp7 plays an important role in emotional changes that occur during the postpartum period.

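Most of the neuropeptide and neuropeptide receptor genes measured on the arrays did not differ between lactating and virgin mice. Of 44 such genes, 3 were higher (Npy1r, Sstr1 and the neurotensin receptor Ntsr1) and 2 were lower (Gal and the vasopressin receptor Avpr1b) at an unadjusted p under 0.05 from limma. Npy1r and Sstr1 rose when adjusted over the list alone, a list that holds the genes the paper names and so is not independent evidence for them. Avpr1b averaged 139 ± 8.41 (SD, n = 6) in lactating mice and 156 ± 17.0 (SD, n = 6) in virgin mice (exact permutation test, p = 0.0411), and Ntsr1 averaged 382 ± 46.3 against 332 ± 36.8 (exact permutation test, p = 0.0649). The receptors for galanin did not pass the test, with log2 differences of 0.04 for Galr1, −0.03 for Galr2 and −0.06 for Galr3. The 44 genes were not shifted as a list (camera, adjusted p = 0.364).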

We found a decrease of galanin in the gene array, which was confirmed by qPCR. Significant reduction of galanin during lactation has been observed in previous array studies [33], [34]. Galanin is a 29 amino-acid (30 in humans) neuropeptide and is richly expressed in the CNS. Although galanin was not listed in the top identified genes in terms of significance (*P* = 0.018), it was selected as a gene of interest since this peptide has been known to regulate a variety of behavioral processes, including food intake, sexual behavior, learning, memory, reward, cognition, sleep, seizure, as well as emotion/mood-related behaviors, such as stress, fear, anxiety and depression [45]–[47]. Given that LS has many roles in common with galanin in the processes of fear, anxiety and depression, galanin may be an interesting candidate gene for regulation of LS-mediated affective processes.

### Identification of Novel Genes During Lactation

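Glul encodes glutamine synthetase, and 2 transcript clusters of the array are named for it. The cluster that Table S1 lists averaged 9219 ± 243 (SD, n = 6) in lactating mice and 8691 ± 189 (SD, n = 6) in virgin mice, a difference of 6.07%, and 5 of the 6 lactating mice were above every virgin mouse (exact permutation test, p = 0.00433). The other cluster averaged 9798 ± 415 against 9461 ± 236, a difference of 3.56% that did not pass the test (exact permutation test, p = 0.117). For the first, the log2 difference was 0.08 with a standard error of 0.0317, at an unadjusted p of 0.0193 from limma. For the same cluster this p was 0.000984 on the linear intensities and 0.00502 after subtraction of each array's median. Of 16 genes of the glutamate and glutamine cycle, 2 were higher and 2 lower at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. This count takes the brightest cluster of each gene, which for Glul and the transporter gene Slc1a1 is not the one in Table 1. In that cluster Slc1a1 averaged 1142 ± 50.9 against 1021 ± 38.2, at an unadjusted p of 0.00172. The higher genes were Slc17a6, a vesicular glutamate transporter, at 458 ± 57.7 against 369 ± 49.7 (exact permutation test, p = 0.0216), and the glutamine transporter Slc38a2, with a log2 difference of 0.19. The lower genes were the glutamine transporters Slc38a5, with a log2 difference of −0.17, and Slc38a3, with −0.13. The list was not shifted (camera, adjusted p = 0.347). Markers of excitatory neurons of the cortex and hippocampus, which include the transporter gene Slc17a7, were far higher in lactating mouse 4 than in the other mice, with a mean log2 deviation of 1.1. Without the 3 arrays farthest out on the first principal component, a choice made after seeing the data, Glul was no longer past the threshold (adjusted p = 0.0598 from limma when adjusted over the list alone), and with replicate number as a block it was just under it (0.04996).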

The upregulation of Glul mRNA in the septum of maternal mice was noteworthy for a few reasons. The astrocytic Glul or enzyme glutamine synthetase (GS), is a key enzyme involved in the glutamate-glutamine cycle. Glutamate is metabolized mainly to glutamine by the catalyzation of Glul. Further, glutamine may also be utilized for de novo synthesis of GABA, a major inhibitory neurotransmitter. Thus, Glul modulates levels of glutamate, glutamine, and GABA in the brain [48], and influences GABAergic neurotransmission [49]. As GABA signaling regulates maternal defense [11], it may be that Glul plays a role in the emergence of offspring protection during the postpartum period. Research on the role of excitatory neurotransmitter glutamate in maternal behavior has so far received little attention, but future work evaluating glutamate and maternal care appears to be merited.

We identified increased Sstr1 transcript in the septum during lactation. 

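Of the somatostatin receptor genes Sstr1, Sstr2, Sstr3 and Sstr4, Sstr1 was the one that passed the test on the arrays. Somatostatin itself, Sst, averaged 5596 ± 363 (SD, n = 6) in lactating mice and 5841 ± 274 (SD, n = 6) in virgin mice (exact permutation test, p = 0.214). Sstr2 averaged 1080 ± 152 against 984 ± 71.5 (exact permutation test, p = 0.197). Sstr3 averaged 282 ± 14.4 against 294 ± 20.2 (exact permutation test, p = 0.247), and Sstr4 averaged 1484 ± 62.7 against 1441 ± 65.2 (exact permutation test, p = 0.277). Whether the difference in Sstr1 was larger than that in the other receptors was not tested.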

The neuropeptide, somatostatin, has been linked to hormone release, cell proliferation, and many pathophysiological processes of brain disorders [50]. Somatostatin exerts its actions by interacting with specific G-protein coupled receptors. Sstr1 acts as an inhibitory autoreceptor located on somatostatin neurons and is involved in the modulation of the ultradian release of growth hormone from pituitary [51]. As somatostatin has been shown to regulate GABA receptor functions [52], and GABA signaling is involved in maternal defense, it will be interesting to know whether and how Sstr1 regulates this aspect of maternal care.

It should be noted that many genes implicated in metabolism, cell differentiation, or proliferation exhibited altered expression pattern during lactation, suggesting that septum may be an important neural site for lactation-induced metabolic and structural alterations. 

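Few single genes of energy metabolism, cell division and cholesterol synthesis passed a test between lactating and virgin mice, and their lists were called shifted only with the preset correlation of camera. Of 48 genes of oxidative phosphorylation, 1 was higher (Ndufa2, a subunit of complex I) and 0 lower at an unadjusted p under 0.05 from limma, 0 passed when adjusted over the list alone, and 38 had a positive difference (camera, adjusted p = 0.00453, and adjusted p = 0.662 with an estimated correlation). Ndufa2 averaged 1448 ± 85.0 (SD, n = 6) in lactating mice and 1333 ± 58.2 (SD, n = 6) in virgin mice (exact permutation test, p = 0.026). The 35 cytosolic ribosomal protein genes were shifted in the same direction (camera, adjusted p = 0.0111, and adjusted p = 0.662 with an estimated correlation), although 0 passed an unadjusted p of 0.05 from limma in either direction or when adjusted over the list alone. Of 22 genes of the cell cycle, 3 were lower (Sgo1, Mcm2 and Aurka) and 0 higher, and Sgo1 and Mcm2 fell when adjusted over the list alone (camera, adjusted p = 0.00758, and adjusted p = 0.662 with an estimated correlation). Sgo1, which protects the cohesion of centromeres, averaged 403 ± 28.4 against 455 ± 17.3 (exact permutation test, p = 0.00433), and the replication factor Mcm2 averaged 382 ± 13.9 against 422 ± 18.6 (exact permutation test, p = 0.00216). Both are in Table 1, so they are not independent evidence. Of 21 genes of cholesterol and fatty acid synthesis, Mvd and Mvk of the mevalonate pathway were lower at an unadjusted p under 0.05, 0 were higher and 0 passed when adjusted over the list alone (camera, adjusted p = 0.0255, and adjusted p = 0.662 with an estimated correlation). Mvd averaged 403 ± 15.2 against 437 ± 16.7, without overlap between the groups (exact permutation test, p = 0.00216). The camera call was lost for oxidative phosphorylation without virgin mouse 2 (adjusted p = 0.0689), after cyclic loess (0.0926) and among clusters above the median intensity (0.514), for ribosomal proteins without virgin mouse 2 (0.61) or lactating mouse 5 (0.0678), after quantile normalization (0.0625), after cyclic loess (0.104) and above the median (0.514), for the cell cycle without lactating mouse 1 (0.051) and after cyclic loess (0.0689), and for cholesterol synthesis without lactating mouse 2 (0.0934) or 5 (0.241) or virgin mouse 1 (0.0648), 3 (0.0859) or 4 (0.0596). Without the 3 arrays farthest out on the first principal component, oxidative phosphorylation turned to the lower side (adjusted p = 0.803), and the calls of ribosomal proteins (0.787) and the cell cycle (0.1) were lost, a choice made after seeing the data. The call of cholesterol synthesis was kept in these settings at the preset correlation. Its adjusted p was 0.000144 after quantile normalization, 0.000103 after cyclic loess, 9.52e-06 above the median and 0.000432 without the 3 arrays. The cell cycle call was kept above the median (0.000178).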

As can be seen in Table 1, 18 out of 116 genes were linked to cell division, death, or proliferation, while about 16% were metabolism-related genes. However, the mechanism by which these genes regulate metabolic and structural adaptations during lactation remains to be evaluated. This study provides potential candidate genes for future research to answer these questions.

### Genes Previously Shown to be Differentially Expressed During Lactation Not Identified in the Present Study

Expression of neuropeptide Y, preproenkephalin, and oxytocin has been reported to be increased during lactation [22], [24], [33], [34], whereas proopiomelanocortin was down-regulated [53]. 

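None of the transcripts for neuropeptide Y, preproenkephalin, oxytocin and proopiomelanocortin passed limma's test between lactating and virgin mice. Npy averaged 1824 ± 249 (SD, n = 6) in lactating mice and 1839 ± 233 (SD, n = 6) in virgin mice (exact permutation test, p = 0.894). Penk averaged 11140 ± 1530 against 12170 ± 633 (exact permutation test, p = 0.141). Oxt averaged 391.7 ± 26.4 against 436 ± 56.3 (exact permutation test, p = 0.126). Pomc averaged 201 ± 11.2 against 214 ± 7.72, with an exact permutation p of 0.0498 and an unadjusted p of 0.0654 from limma. Penk, Oxt and Pomc passed limma's unadjusted p under 0.05 when single arrays were left out, Penk without lactating mouse 2, Oxt without virgin mouse 3 or virgin mouse 4, and Pomc without lactating mouse 5, in each case on the lower side. Markers of the striatum, which adjoins the dissected septum and expresses Penk strongly, were lower as a list in lactating mice, with 8 genes measured and 0 past an unadjusted p of 0.05 in either direction or when adjusted over the list alone (camera, adjusted p = 0.0255, and adjusted p = 0.662 with an estimated correlation). The lowest of the 12 arrays for these markers was that of lactating mouse 4, with a mean log2 deviation of −0.48, and the call of the list was lost without it (adjusted p = 0.315) and without lactating mouse 1 (0.0603), virgin mouse 1 (0.138) or virgin mouse 3 (0.0644).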

Although these changes were not observed in this study, one possible explanation for negative results is a region-specific effect as these neuropeptides were examined in other brain regions such as hypothalamus and Arc, while the septum was tested in this study. Alternatively, as discussed below, using the whole septum as a target, rather than subregions of septum, may contribute to the lack of difference. In addition to the above two possible factors, time lapse between the parturition and the gene analysis may be another contributing factor. Previous studies have shown that gene expression in specific brain regions undergoes a time-course change from parturition through lactation [24], [54], [55]. For example, preproenkephaline mRNA in the anterior arcuate nucleus of lactating versus virgin females significantly increased on postpartum day 10, but did not differ on postpartum day 3 [24], suggesting that gene expression is dynamic and alters during the postpartum period. Future study will be directed towards understanding the time-course effect on gene expression during the postpartum period.

### Gene Set Enrichment Analysis

One surprising result from this study was the finding of a large number of miRNAs and transcription factors (N = 177) that were significantly linked to the upregulation of genes in maternal mice, whereas no significant links were found with downregulated maternal expression. 

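In the septum of lactating mice, brightly measured transcripts were on the whole slightly higher and dimly measured ones slightly lower than in virgin mice. All clusters were ranked by mean intensity and divided into 10 bins of equal size, on a scale where bin 10 is the brightest. The median log2 difference of clusters with 1 gene symbol was −0.07 in bin 2 and 0.03 in bin 8. Clusters with no gene listed were not higher in most of the bright bins. Their medians were −0.0187 in bin 7, −0.00512 in bin 8, 0.00626 in bin 9 and −0.0106 in bin 10. Of the 52 clusters in the brighter part of the array with an unadjusted p under 0.0025 from limma, 39 were higher and 13 lower, and of the 68 in the dimmer part 18 were higher and 50 lower. The contrast of bright against dim clusters averaged 0.0303 ± 0.0606 (SD, n = 6) in lactating mice and −0.0315 ± 0.0633 (SD, n = 6) in virgin mice (exact permutation test, p = 0.119). The gap between the median differences of bright and dim clusters was 0.0636, and it was 0.0132 after quantile normalization of the arrays. Of 29 lists of genes for pathways and cell types, 9 were shifted higher and 3 lower at an adjusted p under 0.05 from camera. The shifts on the higher side covered chaperones, glucocorticoid-responsive genes, prolactin and JAK-STAT signaling, oxidative phosphorylation, ribosomal proteins, the insulin-like growth factor system, endothelium and neurons. Those on the lower side covered the cell cycle, cholesterol synthesis and the striatum. With an estimated correlation 0 lists were shifted. The excess of higher lists depended on the setting. It was 8 against 4 on the linear scale, but 4 against 4 after quantile normalization. Among clusters above the median intensity 3 lists were higher and 4 lower. Cyclic loess normalization, an alternative chosen after seeing the data, gave 5 lists in all, 3 higher and 2 lower. The paper describes miRNAs as mostly lowering the expression of their targets. From the links to genes that were higher, it proposes as a possible explanation that some miRNAs are downregulated as the maternal brain develops. This could raise the expression of select genes.

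**Figure D3:**
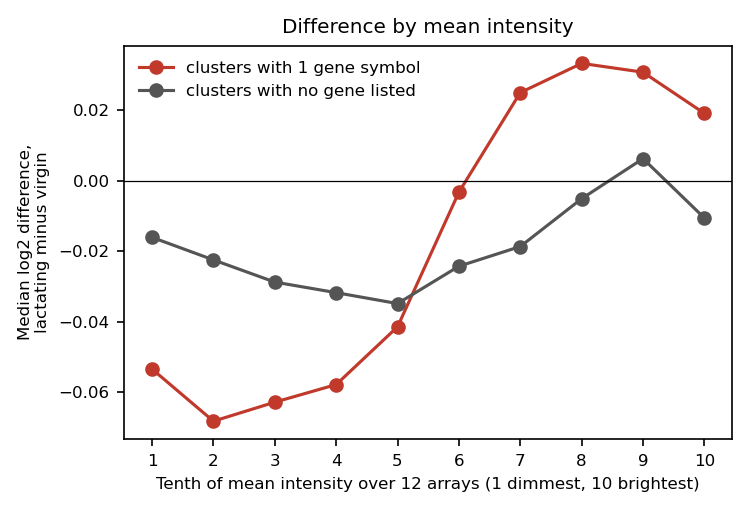
Median log2 difference, lactating minus virgin (vertical axis), of transcript clusters in 10 bins of equal size by mean intensity over the 12 arrays (horizontal axis, 1 dimmest to 10 brightest), for clusters with 1 gene symbol (red) and with no gene listed (grey). Clusters with 1 gene symbol lie below 0 in bins 1 to 6 and above 0 in bins 7 to 10. Clusters with no gene listed lie above 0 in bin 9 alone.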

Why so many regulators for upregulation, but not one for downregulation were found is not clear, but the finding may reflect the underlying processes of developing the maternal brain. It was also surprising to find a high number of miRNAs that were linked to upregulated gene expression. miRNAs are mostly linked with downregulation of gene expression as they can bind to mRNA transcripts, leading to degradation or suppressed translation [56]. Therefore, one explanation could be that in the process of developing the maternal brain, a number of miRNAs are themselves downregulated and this, in turn, leads to elevated expression of select genes. MiRNAs appear to play important roles in mammalian females in both developments of the placenta and mammary glands [31], [32]. Thus, an important role for miRNAs in reproduction has already been documented. To our knowledge, this study is the first to suggest that miRNAs may also play an important role in producing the maternal brain, but direct studies are needed to address this possibility.

The identification of 29 transcription factors, including Elk-1, YY1, and HSF1, that were linked to upregulated genes provides possible new insight into how the maternal brain may be produced. Although key roles for estrogen and progesterone receptors have been found in producing the maternal brain [27], [28], steroid receptors were not identified here, with the exception of estrogen related receptor 1 (Err1). One explanation is that steroid receptors alter expression of other transcription factors and the ones identified here may be key agents for some of the final changes in maternal gene expression in septum. Some of the transcription factors identified by GSEA were also found to have altered expression from the PLIER array analysis (*P*<0.05), such as Hsf1. It is not necessarily surprising that transcription factors or miRNAs linked by GSEA to altered expression are themselves not found to be differentially expressed because their action could have occurred prior to the day of tissue collection (e.g., during pregnancy or early postpartum).

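Hsf1, the main regulator of the heat shock response, averaged 1689 ± 51.0 (SD, n = 6) in lactating mice and 1571 ± 103 (SD, n = 6) in virgin mice (exact permutation test, p = 0.0325). Its log2 difference was 0.11 with a standard error of 0.0457, at an unadjusted p of 0.0385 from limma. The annotation of the array lists no gene for this cluster, which Table S1 names Hsf1. Of 26 measured genes for the factors of Table 3, Hsf1 was higher and Foxn1 lower at an unadjusted p under 0.05. When adjusted over the list alone, 0 passed. The entries NRF2, NFMUE1 and E2F of Table 3 have no gene among the 26. Foxn1 averaged 202 ± 14.1 in lactating mice and 221 ± 14.1 in virgin mice (exact permutation test, p = 0.039). Tfdp1, a partner of the E2F factors, averaged 1117 ± 48.2 against 1056 ± 36.0 (exact permutation test, p = 0.0368), at an unadjusted p of 0.0605 from limma. The log2 difference was 0.04 for Elk1 and 0.02 for Yy1, neither past the test. Esrra, which encodes the estrogen related receptor of Table 3, averaged 827 ± 22.4 against 827 ± 44.2. On the linear intensities 4 of the 26 genes had an unadjusted p under 0.05. The 25 of these genes that the annotation names were not shifted as a list (camera, adjusted p = 0.434), and the call of Hsf1 was lost without lactating mouse 3 and without virgin mouse 6, among others.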

It was also noteworthy that some conserved binding sites were found that were linked to maternally upregulated genes, although there are currently no known factors that bind to these sites. Future studies that determine whether or how these sites are acted upon will be critical for developing an understanding of the relevance of these binding sites.

### Methodological Considerations and Limitations

A number of factors contribute to the formation of the maternal brain, including the experience of mating, pregnancy, parturition, lactation, and the sensory input from the pups. All these factors orchestrate many of changes in gene expression that occur during the postpartum period. This study seeks to explore the results of this constellation of experiences by examining the differences in gene expression between virgin mice, who have never been exposed to any of these experiences, and lactating mice, who have been exposed to all of them. Thus, the observed changes in gene expression in postpartum female mice do not simply reflect maternal care or lactation, but rather the integration of multiple factors. In this study, we did not discriminate between virgins at different stages of the estrus cycle although estrous stage can influence gene expression [57]. Virgin mice were either in estrus, diestrus I and diestrus II (periods of relatively consistent estradiol and progesterone levels), but not proestrus. In this way, only differences large enough to rise above any noise created by varying estrus states appear in the results. 

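Expression varied slightly more among the 6 virgin mice than among the 6 lactating mice. Over the brighter part of the transcript clusters, the median SD of the log2 values was 0.0831 in virgin mice and 0.0756 in lactating mice, and 57.4% of these clusters had the larger SD in virgin mice. Single genes went both ways, with the SD of Gal larger in virgin mice and the SD of Fabp7 larger in lactating mice. The labels do not give the estrous stage of each virgin mouse, so the spread between stages was not computed, and the difference in spread was not tested.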

While this noise may obscure differences in gene expression, the present approach serves to highlight general differences in virgin and postpartum mice. However, subtler difference between the virgin and lactating mice may be missed. It should be noted that virgin female mice were fed a breeder diet to provide identical food to both groups. This feeding paradigm may have had a somewhat different effect on gene expression changes relative to regular rodent chow as breeder diet differentially modulates expression of genes implicated in food intake and energy balance due to its high fat content [58], [59].

One limitation of using whole septum is that we are unable to determine whether changes occur throughout septum or are specific to subregions. Future studies examining subregions can address this issue. Also, if changes in gene expression occur in opposite directions within these subregions, then the difference may be missed as false negatives. A related general issue is that microarray analysis can produce false negatives. The chips target a subset of regions along a given mRNA transcript and it is possible with different targeting that significant differences may have been found. Although different algorithms produce different false negative rates [60], [61], the approach used here, PLIER, is the current recommended algorithm as it introduces a higher sensitivity to changes in abundance for targets near background [60]. 

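Gad1, the gene for the GABA-synthesizing enzyme GAD67, was strongly expressed in the septum of both groups. It averaged 6608 ± 200 (SD, n = 6) in lactating mice and 6524 ± 266 (SD, n = 6) in virgin mice (exact permutation test, p = 0.541). Of 16 genes of GABA signaling, 0 were higher or lower at an unadjusted p under 0.05 from limma or when adjusted over the list alone, and the list was not shifted (camera, adjusted p = 0.364). The vesicular GABA transporter Slc32a1 averaged 2719 ± 126 against 2651 ± 232 (exact permutation test, p = 0.519). Abat, which breaks GABA down, averaged 6303 ± 155 against 6105 ± 177 (exact permutation test, p = 0.0671). The log2 differences of the 16 genes lay between −0.04 and 0.05.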

One example of a possible false negative is that we recently glutamic acid decarboxylase (GAD67) mRNA in the septum to be upregulated in lactating versus virgin mice (unpublished observation), while no difference was observed in this study. Microarray technology has become a useful tool for analyzing gene expression profiling and in identifying new genes or molecular pathways involved in multiple processes [62]–[64]. Five out of six genes identified as being differentially expressed (except Npy1r) in this study were confirmed by real-time PCR, validating our microarray analysis as reliable means to evaluate gene expression.

## Conclusions

Using high density oligonucleotide microarrays, we observed a distinct gene expression profile in the septum of maternal mice. Given that the identified genes may play a role in diverse biological processes, this study provides new insights into the genes linked to the septum and brain changes that promote the emergence of maternal care during the postpartum period. Our findings suggest a potential key role for miRNAs in creating the maternal brain and could open an important new area of research. Future studies could involve directly evaluating and manipulating miRNAs to determine the relative importance of miRNAs in producing a maternal brain.

**Figure 2:**
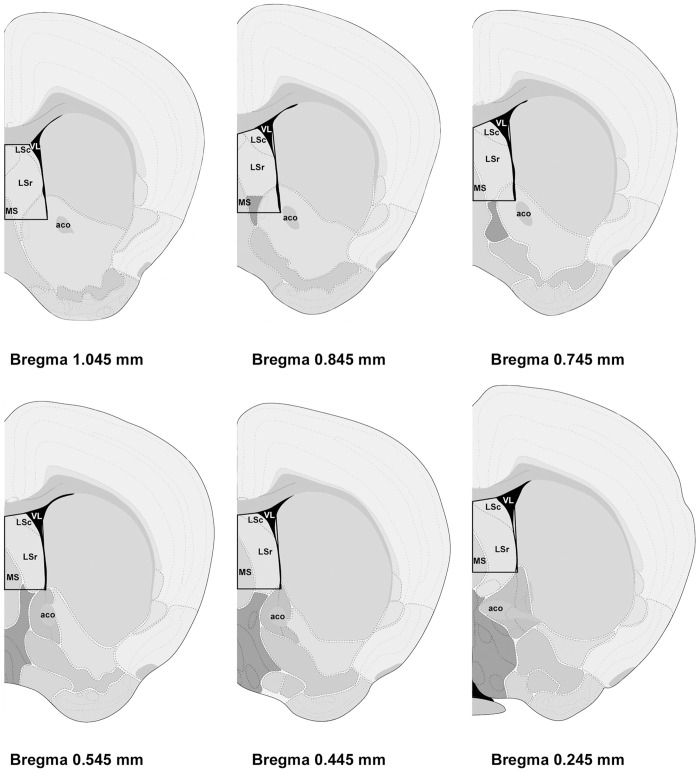
Schematic representation of the brain regions (boxed areas) dissected for gene array analysis. Distance from Bregma in the rostrocaudal planes is indicated. Reprinted and modified from The Allen Mouse Brain Atlas (reference atlas version 1, 2008). Abbreviations: LSc, caudal part of lateral septal nucleus; LSr, rostral part of lateral septal nucleus; MS, medial septal nucleus; VL, lateral ventricle; aco, anterior commissure, olfactory limb.

**Table 4:** Primers of interest and reference genes used for quantitative real-time PCR assay.

Gene	Full name	NCBI accession number		Primer	Primer position
CycA	Cyclophilin A	NM_008907.1	Forward	5′-TGCTGGACCAAACACAAACG-3′	
			Reverse	5′-GCCTTCTTTCACCTTCCCAAA-3′	
Fabp7	Fatty acid binding protein 7	NM_021272.3	Forward	5′-TAAGTCTGTGGTTCGGTTGG-3′	329–348
			Reverse	5′-CCCAAAGGTAAGAGTCACGAC-3′	429–449
Gal	Galanin	NM_010253.3	Forward	5′-GAGAGCAACATTGTCCGCAC-3′	396–415
			Reverse	5′-ATGGTCTCAGGACTTCTCTAGG-3′	505–527
Glul	Glutamate-ammonia ligase	NM_008131.3	Forward	5′-TGAGAGAACCATCCTATTCACTG-3′	1927–1949
			Reverse	5′-TAAGCAGTAATGAAGCTGAGACC-3′	2045–2067
Igfbp3	Insulin-like growth factor binding protein 3	NM_008343.2	Forward	5′-GGAAACCCATAACCGAGTGAC-3′	1475–1495
			Reverse	5′-TCCCACAGTTCCCAAGTAGATC-3′	1585–1606
Npy1r	Neuropeptide Y receptor 1	NM_010934.4	Forward	GCGACTCAGAGCATTTCTAAC	2547–2567
			Reverse	GCAGTGAAGGATAAATGGTGAG	2637–2658
Sstr1	Somatostatin receptor 1	NM_009216.3	Forward	5′-GCTGTCCAATTGAGTATGCTGC-3′	3419–3440
			Reverse	5′-CAGGTCAGTGTGAACTTGCG-3′	3527–3546
Ywhaz	Tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, zeta polypeptide	NM_011740.3	Forward	5′-TCCTTATTCCCTCTTGGCAG-3′	2432–2451
			Reverse	5′-ATGGAAGCTACATTAGCGGTTT-3′	2502–2523

* CycA primer sequences were described in published literature [74].

## Materials and Methods

### Animals

Untested nulliparous female mice from a line of mice previously selected for high maternal defense (original stock was outbred hsd:ICR mice) (*Mus domesticus*) (Harlan, Madison, WI) were used. Selected mice were used because they exhibit the reliable emergence of a number of maternal characteristics, including nursing and offspring protection, and thus provide a solid platform for comparing maternal and non-maternal brains. As for any work that uses one strain, there is a limitation in knowing whether results apply to other strains. Only with comparisons across strains and species can reliable alterations with the postpartum period be identified, but here we provide a start for examining septal changes in gene expression with maternal behavior in mice. All animals were age matched (∼70 days old at time of dissection). For mating, females were housed with a breeder male (hsd:ICR strain) for 2 weeks. At the same time, virgin females were co-housed to provide similar social stimuli. When breeder males were removed, all females (pregnant and virgin) were housed individually and provided precut nesting material until dissections. Thus, virgin and postpartum females experienced similar levels of co-housing and single housing. The timing of cohousing and isolation was performed to minimize the effects of isolation-induced stress. Polypropylene cages were changed once weekly, but when pups were born (postpartum Day 0), cages were not changed for the postpartum female or the age matched virgin control for the remainder of the experiment. All animals were housed in the same room and cages of virgin and lactating females were alternated with one another on the same shelves. A 14∶10 light/dark cycle with lights on at 06∶00 h CST was used. Female mice were given ad lib access to breeder chow (Harlan) and tap water. All procedures were carried out in strict accordance with the guidelines of the National Institutes of Health Guide for the Care and Use of Laboratory Animals, and studies were approved by the University of Wisconsin Animal Care and Use Committee.

### Tissue Collection and RNA Extraction

On postpartum Days 6–8, brains were removed from lactating females between 10∶00 and 12∶00 h. Brains from age-matched, virgin females were also removed on the same day and dissections were alternated between the two groups so that an equal number of dissections from each group were obtained. The animals were lightly anaesthetized with isoflurane, killed by cervical dislocation and then decapitated. Following decapitation, virgin females were examined for stage of estrous cycle using a vaginal lavage [65], [66]. Female mice in vaginal proestrus were not used because this stage is associated with mating in mice. For the microarray study, the stages of the six virgin mice were estrous, diestrous I, and diestrous II (N = 2 each). Although estrous stage can influence gene expression [57], the use of mice from different estrous states (excluding proestrus) provides a generic view of the virgin female and should provide insights into reliable differences between maternal and virgin mice. The whole brain was removed, snap frozen in isopentane on dry ice, and then stored at −80°C until sliced. Brain sections were sliced in a cryostat (Leica, CM1850, Bannockburn, IL, USA) with the first two sections at 300 microns and the last section at 200 microns and then mounted on glass slides. Target tissue was captured using a micropunch technique [67]. Microdissection of frozen brain sections was made with Brain Punch Set (Stoelting, Wood Dale, IL, USA) under a dissecting microscope. The whole septum including lateral and medial parts (Fig. 2) was collected bilaterally from Bregma 1.10 to 0.14 and pooled, so that each mouse provided one sample of the septum. Microdissections from ten animals in each group were flash frozen on dry ice and stored at −80°C until being processed for either gene array analysis or real-time PCR. Total RNA was extracted and prepared in matched pairs (virgin versus lactating) using an Aurum Total RNA Fatty and Fibrous Tissue Kit (Bio-Rad, Hercules, CA, USA) according to the manufacturer’s instructions. Following isolation, the integrity of RNA was assessed using Agilent RNA 6000 Nano Chips with Agilent Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA). The purity of RNA was tested, and the yield of RNA was determined using NanoDrop 1000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA). Purified total RNA was stored at −80°C until processed.

### High-Density Oligonucleotide Array Hybridization

Six out of ten samples in each group (n = 6 per group) were randomly chosen for use in the microarray experiment. Microarray analysis was performed with the GeneChip Mouse Gene 1.0 ST array (Affymetrix, Santa Clara, CA, USA) using targets derived from total RNA isolated from septum as described above. cDNA for array hybridization was synthesized from 200 ng of total RNA using an Ambion GeneChip WT Expression Kit (Ambion, Austin, TX, USA) according to the manufacturer’s specifications. Briefly, total RNA was used to synthesize double-stranded cDNA, which was then used as a template for single-stranded cRNA synthesis. This cRNA was in turn used as a template for a second round of single-stranded cDNA synthesis, and the resultant DNA-RNA hybrids were then degraded using RNase H. Amplified cDNA was then fragmented and biotinylated using an Affymetrix WT Terminal Labeling Kit (Affymetrix, Santa Clara, CA, USA) according to the manufacturer’s specifications. Fragmented and labeled cDNA samples were hybridized with the arrays at 45°C for 16 hours. The hybridized arrays were then washed and stained according to manufacturer specifications, and arrays were scanned at 570 nm on an Affymetrix GC3000 G7 Scanner. Data were extracted and processed from scans using Affymetrix Command Console v. 3.1.1.1229. cDNA synthesis, fragmentation, labeling, array hybridization, staining, and scanning were performed by the Gene Expression Center at the University of Wisconsin–Madison.

### Probeset Level Summarization and Microarray Statistical Analysis

Probeset level summarization and data normalization were performed with the PLIER algorithm with GC bin background correction using Affymetrix Power Tools v. 1.12.0. The microarray data discussed in this publication, both raw and summarized, have been deposited in NCBI’s Gene Expression Omnibus [68], and are accessible through GEO Series accession number GSE30836 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE30836). GEO reporting fulfills the requirements of the MIAME. Inferential statistics for differential expression between maternal and virgin samples were calculated using the array-specific empirical Bayesian implementation of ANOVA in the BioConductor package limma v.3.6.9 [69]. Both nominal and false discovery rate corrected p-values were calculated, and fold-change differences for each gene were calculated in Excel by dividing the limma-calculated average maternal expression by the limma-calculated average virgin expression.

### Verification of Microarray Results with Quantitative Real-time PCR (qPCR)

To confirm gene expression results obtained from microarray analysis, six genes: fatty acid binding protein 7 (Fabp7), galanin (Gal), glutamate-ammonia ligase (Glul)/glutamine synthetase (GS), insulin-like growth factor binding protein 3 (Igfbp3), neuropeptide Y receptor 1 (Npy1r), and somatostatin receptor 1 (Sstr1) were evaluated using qPCR. These genes were chosen because of their possible involvement in multiple lactation-induced processes and the function of the genes is described in the Discussion. A SuperScript III First-Strand Synthesis System for RT-PCR (Invitrogen, Carlsbad, CA, USA) was used to reverse transcribe 100 ng of RNA to cDNA in an Eppendorf MasterCycler Personal PCR machine (Eppendorf, Hamburg, Germany) using poly-T 20mer primers. The cDNA was then amplified using a SsoFast EvaGreen Supermix kit (Bio-Rad, Hercules, CA, USA) in a StepOnePlus real-time PCR system (Applied Biosystems, Foster City, CA, USA). The amplification mixtures (20 µL) contained 1x SsoFast EvaGreen Supermix, 160 ng template cDNA, and 500 nM forward and reverse primers. Each sample was run in triplicate and standard amplification procedures were used. The cycling profile is as follows: an initial melting step at 95°C for 30 Sec followed by 40 cycles of a 95°C melting step for 5 sec, a 58°C annealing step except Fabp7 (at 60°C) for 20 sec, and a 72°C elongation step for 20 sec. Primers for genes of interest and reference genes (Table 4) were designed and screened for specificity using NCBI Primer-BLAST. Ywhaz and CycA were used as reference genes, as they are found to be among the most stable genes in rodent brain [70], [71] and found not to be different between lactating and virgin females in our arrays results. 

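Ywhaz and Ppia, the gene for cyclophilin A, were bright on the arrays and differed little between the groups. Ywhaz has 2 transcript clusters, which averaged 6937 ± 281 and 10730 ± 202 (SD, n = 6) in lactating mice and 6764 ± 273 and 10890 ± 145 (SD, n = 6) in virgin mice. Neither passed the exact permutation test (p = 0.286 and p = 0.141). Of the 7 Ppia clusters that the annotation of the array names, the brightest averaged 7338 ± 269 against 7308 ± 140 (exact permutation test, p = 0.825). The exact permutation p of the 7 lay between 0.186 and 0.937. A dim cluster that Table S1 names Ppia was lower in lactating mice, at 166 ± 10.3 against 183 ± 10.9 (exact permutation test, p = 0.0281).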

Following amplification, a standard curve was generated to assess the empirical PCR reaction efficiency, and a dissociation curve analysis was performed to insure specificity of PCR products. C_t_ values were calculated using the StepOnePlus software. The expression ratio of mRNA of genes in lactating relative to virgin (normalized to the reference genes Ywhaz and CycA) was calculated using a relative expression software tool REST 2009, which corrects for empirical PCR efficiency, allows for the use of multiple reference genes, and utilizes a randomization test of significance [72]. The N’s used for qPCR were as follows: virgin, N = 10; maternal, N = 10. Four females were added to each group from the array mice and the virgin states were estrous (N = 2), diestrous I (N = 4), and diestrous II (N = 4).

### Gene Set Enrichment Analysis (GSEA)

GSEA is a technique that calculates up or down regulation of precompiled lists of genes and was performed using GSEA software v. 2.07 [30]. The specific gene sets described here came from the MSigDB C3 computationally-curated gene set of miRNA and transcription factor binding sites. For transcription factor binding sites, data from multiple species were used, including mice, humans, and rats. For miRNA, only human data sets were available, but binding sites for given miRNAs in mice and humans are highly conserved [73]. The analysis used z-transformed values for PLIER-normalized array intensities, t-tests to calculate individual gene inferential statistics, gene set permutation, and a weighted test statistic. The GSEA output provides both nominal and corrected p-values for each target.

## Supporting Information

Table S1 **Full list of all targets, their relative expression and** ***P*** **value ranking using PLIER algorithm.**
(XLS) Click here for additional data file.

Table S2 **List of target sites linked significantly with upregulation of subsets of genes in postpartum mice by GSEA.**
(DOC) Click here for additional data file.

# Supplementary material for: Gene Expression Changes in the Septum: Possible Implications for MicroRNAs in Sculpting the Maternal Brain
**Source:** PLoS One. 2012 Jun 6;7(6):e38602. doi: 10.1371/journal.pone.0038602
**Supplement:** Table S2 — List of target sites linked significantly with upregulation of subsets of genes in postpartum mice by GSEA.

**Supplementary Table 2**

List of target sites linked significantly with upregulation of subsets of genes in postpartum mice by GSEA. Lists of target genes for each identifier are found at GSEA website (http://www.broadinstitute.org/gsea/index.jsp).

How the deposited data were processed for this re-analysis (not part of the article)

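The data are the array intensities of 12 mice, 6 lactating females on postpartum days 6 to 8 and 6 virgin females, all about 70 days old, with 1 array of septum RNA per mouse and no pooling. The groups were taken from the sample labels and the paper. The authors scanned the arrays, summarised the probes into transcript clusters and normalized the intensities with PLIER and a background correction by GC content in Affymetrix Power Tools 1.12.0, and these intensities are the deposited values. They are on a linear scale and all are above 0. The genome build of the array's annotation is not given, so no positions are printed. The paper states that RNA was extracted in matched pairs of a virgin and a lactating mouse. Which mice formed a pair is not given. The animal tags of mice with the same replicate number lie close together. The residuals of same-numbered mice correlated above 0.1 for 2 of 6 numbers, and at most at 0.25. The pairing was thus unclear, so the arrays were compared as independent groups, with replicate number as a block as an alternative. Which virgin mouse was in which estrous stage is not given in the labels.

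From the deposited intensities, the log2 of each value plus 16 was computed, and the groups were compared with limma 3.58.1 in R 4.3.3 through lmFit and eBayes, two-sided, over all 35556 transcript clusters. The cutoffs were an unadjusted p under 0.0025, an unadjusted p under 0.05 and a Benjamini-Hochberg adjusted p under 0.05. Single genes were also compared with an exact permutation test over the 924 assignments of 6 mice against 6, whose smallest p is 0.00216. Intervals for shares are exact binomial intervals at 95% and cover counting error only. Of the clusters with 1 gene symbol, 99.6% have a gene identifier in the RefSeq table used for current symbols. The 12 arrays limit the precision, and 496 clusters have a mean intensity below the 16 that was added, so their differences are compressed. On simulated data with the means and spread of these arrays, and with clusters that vary independently, the test called 88 unchanged clusters at an unadjusted p under 0.0025, where 88 were expected.

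For gene lists, 1 cluster per gene was used, the one with the highest mean over all 12 arrays, and lists were tested with camera of limma at a preset correlation between genes of 0.01, with adjustment over 29 lists holding 550 genes. The lists are heat shock and cytosolic chaperones, chaperones of the endoplasmic reticulum, glucocorticoid-responsive genes, prolactin and JAK-STAT signaling, the insulin-like growth factor system, neuropeptides and their receptors, steroid hormone receptors, GABA signaling, the glutamate and glutamine cycle, microRNA pathway proteins, the factors of Table 3, oxidative phosphorylation, cytosolic ribosomal proteins, cholesterol and fatty acid synthesis, the cell cycle, neurogenesis, immediate early genes, and markers of neurons, astrocytes, oligodendrocytes and their precursors, microglia, endothelium, ependyma, choroid plexus, blood, the striatum, excitatory neurons of the cortex and hippocampus, and the cholinergic and parvalbumin neurons of the medial septum. Each list was also tested with a correlation estimated from its genes, with fry, and with the exact permutation test on its mean per array. The mean over all clusters of a gene was used as an alternative to 1 cluster. In simulated data whose genes vary independently, camera called a list that was shifted and 0 lists when none was shifted. Genes on the real arrays vary together, and there up to 14 lists were called in splits other than the real one, so the simulation does not give the rate of false calls of camera at the preset correlation.

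The lists, the comparisons, the rule for the genes named and most alternatives were fixed before the data were examined, although Table 1 and part of Table S1 had been read by then. Genes are named when the paper's text names them for the arrays, when they are among the 10 higher or the 10 lower clusters with 1 gene symbol and the smallest p, when they are among the 4 members of a list or of a category of Table 1 with the smallest p, or when they are in Table 3 with an unadjusted p under 0.05. Sst, Sstr2, Sstr3, Sstr4, Galr1, Galr2, Galr3 and Etnppl were added as relatives of these genes or for the size of their difference, and Igf2, Ntsr1, Slc32a1, Nr3c1, Esrra, Elk1, Yy1, Fkbp5, Sgk1, Sh2b3 and Slc1a1 were named outside the rule, after their values were seen. The alternatives were linear intensities, an added value of 1, clusters above the median intensity, clusters with a gene symbol, quantile normalization, subtraction of each array's median, a variance trend with robust estimation, array weights, replicate number as a block, and each array left out in turn. Cyclic loess normalization, the removal of the 3 arrays farthest out on the first principal component, the permutation of list means, the comparison of Hmcn1 with clusters of like intensity (10 bins by mean) and that of the splits with the principal components were added after the data were seen.

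To see what a gene ranking does to an enrichment that permutes genes, 200 random lists of 200 genes each were drawn from the brighter part of the genes, from the dimmer part and from all genes, and were run through the preranked enrichment of gseapy 1.3.1 with 1000 permutations. To see how often other groupings give as many calls, 100 splits of the 12 arrays into 6 and 6, the real one among them, were drawn at random, and the gap between the 2 sides of each split on a principal component was compared with its count by rank correlation. The sets of miRNA and transcription factor binding sites that the paper used are not analysed here, and the planned rebuilding of such sets from 3′ UTR sequences was not run, since it needs a genome. The qPCR measurements are not used here. The copy of Table S1 used here holds its first 1998 rows.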

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

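The tests of single lists against other splits of the arrays, the cyclic loess normalization and the test of the contrast between bright and dim clusters were chosen only after the results were seen.

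The paper links sets of binding sites to genes that were higher in lactating mice and none to lower genes, and on these arrays bright transcripts were slightly higher and dim ones slightly lower. Random lists of 200 genes from the brighter part of the genes came out enriched among higher genes in 100% of 200 lists on both scales. Those from the dimmer part came out among lower genes in 100%. Lists drawn from all genes were enriched among higher genes in 0.5% on the linear scale and 0% on the log2 scale. The brighter and dimmer parts were already seen to be shifted, so these shares restate that trend and are not separate evidence for it. They show only that a shift of bright genes could give higher sets where the lists hold bright genes, whatever else they share. Cyclic loess reduces differences that depend on intensity. After it, 39% of the dim lists were still enriched among lower genes on the log2 scale and 20% on the linear scale. Of the bright lists, 23.5% were still enriched among higher genes on the linear scale. On the log2 scale it was 14% (95% interval 9.51% to 19.6%). A bound of 5% had been set for this, but lists that share only their brightness can show no more than that the normalization left part of the trend, so the test does not decide whether the trend is the whole cause. The contrast between bright and dim clusters did not separate the groups (exact permutation test, p = 0.119), so chance differences between hybridizations stay open, as does a biological difference in widely expressed genes, which was not tested, and the sets of the paper are not analysed here.

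Chaperone genes, of which Table 1 lists some under protein folding, were higher in lactating mice as whole lists (camera, adjusted p = 1.21e-13 for the heat shock list and 1.02e-10 for the endoplasmic reticulum list, and adjusted p = 0.118 with an estimated correlation for each). Of 100 splits of the 12 arrays, 1 gave the heat shock list as small a p, the real one (4.19e-15, and 1.65e-14 as the smallest of the others), and 2 gave the endoplasmic reticulum list as small a p (7.03e-12 for the real one and 3.19e-13 for the other). These shares are under 0.05 for each list taken alone, but the lists were written with Table 1 read and were picked out of 29 for this test after their results were seen, which the shares do not take into account, so chance stays open. The trend with intensity is argued against as the whole cause for the heat shock list. After cyclic loess this list kept a median log2 difference of 0.116, against 0.137 before, at an adjusted p of 4.43e-12 from camera. The endoplasmic reticulum list had a median of 0.0628 after cyclic loess, against 0.0829 before, at an adjusted p of 2e-07 from camera. Lactating mouse 1 had the highest mean log2 deviation for the heat shock (0.155), endoplasmic reticulum (0.115) and glucocorticoid (0.215) lists. It was also highest for immediate early genes (0.487). Without this mouse the heat shock and endoplasmic reticulum lists were still called (camera, adjusted p = 2.43e-09 and 4.75e-08). Handling of the tissue and lactation itself were not tested apart and stay open.

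Fabp7, which astrocytes express, fell in lactating mice. Fewer astrocytes in the lactating tissue would lower the other astrocyte markers too, and a median log2 difference of −0.2 or lower was set as the level to expect. The 16 markers had a median of 0.00483 (95% interval over the genes −0.0289 to 0.0365, which does not cover the spread between mice). Per mouse, the mean log2 deviation of the list averaged 0.0153 ± 0.0507 (SD, n = 6) in lactating mice. In virgin mice it was −0.0153 ± 0.045 (SD, n = 6), a difference of 0.0305 (exact permutation test, p = 0.288). These values argue against a loss of astrocytes at the level set. A change within the cells that express Fabp7 may remain, and nothing on these arrays tests it.

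In each group of 6 arrays, the gap between the outermost array and its neighbor was divided by the range of the group, and shares above Dixon's critical value at 95% are given here. Of 158 groups, 10 passed, where chance passes about 1 group in 20, here 8. Etnppl, listed in Table 1 under its former name Agxt2l1, was lowest in lactating mouse 6, with a share of 0.805. Sstr4 was highest in lactating mouse 4, with a share of 0.705. Cish was lowest in virgin mouse 2, with a share of 0.651. Ccl17 was lowest in lactating mouse 1, with a share of 0.659. For the cluster of Hmcn1 with an average of 270 in virgin mice, virgin mouse 4 was highest, with a share of 0.707. Mettl21c was lowest in virgin mouse 1, with a share of 0.639. Among the lists, the insulin-like growth factor system was highest in lactating mouse 4 (0.734), choroid plexus markers were lowest in virgin mouse 4 (0.775), ribosomal protein genes were lowest in virgin mouse 2 (0.669) and microglia markers were highest in virgin mouse 6 (0.769).

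Other signals lie outside what the paper discusses. Glucocorticoid-responsive genes were shifted higher (camera, adjusted p = 3.55e-06, and adjusted p = 0.41 with an estimated correlation), and so were genes of prolactin and JAK-STAT signaling (camera, adjusted p = 0.0255, and adjusted p = 0.158 with an estimated correlation). The prolactin call was also lost without lactating mouse 4 (0.0528) or virgin mouse 1 (0.0648), after quantile normalization (0.0661), after cyclic loess (0.0926), without the 3 arrays farthest out on the first principal component (0.0615) and among clusters above the median intensity (0.652). Hmcn1 had 28 clusters that were lower at an unadjusted p under 0.05, and 8 after cyclic loess. The glucocorticoid list had a median log2 difference of 0.125 after cyclic loess, against 0.129 before, at an adjusted p of 2.38e-06 from camera.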

How the results depend on the processing

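The 6 genes taken to qPCR passed an unadjusted p under 0.05 on the linear scale, with an added value of 1, after quantile normalization or subtraction of array medians, with a variance trend, with array weights, with replicate blocks (where Glul is just under it, at 0.04996) and without any 1 array, and Gal and Sstr1 fall out of the clusters above the median intensity. Of the values that answer a comparison, 60 moved by more than their limit over all alternatives and 159 did not. Of the values of single genes, 432 kept their direction and call, 11 lost the call, 4 gained it and 11 reversed. Dim clusters are limited by signal over background, since 496 have a mean intensity below the added 16.

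On the linear scale, 1 cluster passed an adjusted p under 0.05, 68.9% of the clusters with an unadjusted p under 0.0025 were higher (47.5% on the log2 scale), 116 genes of Table 1 passed in place of 41 and 4 factors of Table 3 in place of 2. Among clusters above the median intensity, where fewer are tested, 1642 had an unadjusted p under 0.05, 1 passed the adjusted p, 71% were higher, 0 clusters of the qPCR reference genes differed in place of 1 (the dim Ppia cluster is left out) and 7 lists were shifted in place of 12. Among clusters with a gene symbol, 1 passed the adjusted p. Quantile normalization gave 1 cluster past the adjusted p, 59.3% higher, 0 reference clusters and 1 factor of Table 3. Subtraction of array medians gave 66.7% higher and 0 reference clusters, and the variance trend gave 63.4% higher. With replicate blocks, 20 genes of Table 1 and 1 factor of Table 3 passed, and the residuals of mice with the same number correlated at −0.027 to 0.25, above 0.1 for 2 of 6 numbers. Over the 29 lists, 0 were shifted with an estimated correlation and 8 after quantile normalization, and fry called 3. With the mean over all clusters of a gene, 9 lists were shifted. The camera calls of the insulin-like growth factor system (adjusted p = 0.0523), endothelium (0.0514) and neurons (0.0514) were lost there. Apart from the clusters left out, the cause was not tested.

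Of the alternatives chosen after seeing the data, cyclic loess gave 1 cluster past the adjusted p, 61.8% higher, 5 lists and 8 lower clusters of Hmcn1 in place of 28, and the permutation of list means gave 0 lists, although the chaperone, glucocorticoid and prolactin lists had an exact permutation p under 0.05 before adjustment. With 6 mice against 6, a list that is alone at the smallest exact p cannot get an adjusted p below 0.0628 over 29 lists. Several lists at that p could have passed together, so the 0 was not fixed by the design. The exact permutation p of these lists was 0.00216, 0.00433, 0.00866 and 0.00866, and each had an adjusted p of 0.0628. So close to this limit, the 0 says little about stability. Without the 3 arrays farthest out on the first principal component (lactating mouse 3 and virgin mice 2 and 6), 45 clusters had an unadjusted p under 0.0025 and 1177 one under 0.05, from fewer samples.

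With each array left out in turn, the clusters with an unadjusted p under 0.0025 numbered 68 (without lactating mouse 3 or virgin mouse 6) to 216 (without virgin mouse 3), and those under 0.05 numbered 1864 (without lactating mouse 3) to 4058 (without virgin mouse 3). The share higher was 29.2% to 56.5%, the genes of Table 1 numbered 16 to 37, the neuropeptide genes 0 to 1, the reference clusters 0 to 1, the factors of Table 3 0 to 3 and the lists 6 (without virgin mouse 1) to 13 (without lactating mouse 6).

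Small differences that passed no test reversed. After subtraction of array medians the log2 difference of Npy was 0.0104, that of the brighter Ywhaz cluster 0.00254 and those of 2 Ppia clusters 0.0216 and 0.0202. For the first of these Ppia clusters it was 0.00336 after quantile normalization and 0.000466 with array weights. For Npy it lay between −0.0584 and 0.0376 with arrays left out. The planned sets from 3′ UTR sequences were not run.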

Differences from the paper's values

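For Sstr1 the paper's P is 0.004, and the unadjusted p on the log2 scale was 0.00181. Of the alternatives set before the data were examined, the linear scale gave 0.00391, which falls within the paper's value. The added value of 1, clusters with a gene symbol, quantile normalization, subtraction of array medians, the variance trend, array weights and replicate blocks did not, at 0.00115 to 0.00235.

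The paper lists 116 genes in Table 1 at P under 0.0025, and 41 of them passed this cutoff in the paper's direction on the log2 scale. Of the alternatives set before the data were examined, the linear scale gave 116. The added value of 1 (41), clusters above the median intensity (45), quantile normalization (35), subtraction of array medians (44), the variance trend (52), array weights (43) and replicate blocks (20) did not reach the paper's number. All 116 genes differed in the direction that the paper gives. This and the count on the linear scale restate the paper's values, since the linear intensities give back those of Table S1.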

Other observations

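The splits of the arrays for single lists and the comparison of splits with the principal components were chosen after the results were seen. Genes that glucocorticoids induce were called higher as a list in lactating mice with the preset correlation of camera, but not with an estimated one. Of 21 such genes, 11 were higher and 1 was lower at an unadjusted p under 0.05 from limma, and 6 rose and 1 fell when adjusted over the list alone. Zbtb16, a transcription factor, averaged 782 ± 196 (SD, n = 6) in lactating mice and 552 ± 76.3 (SD, n = 6) in virgin mice (exact permutation test, p = 0.00433), and Sgk1, a kinase, averaged 1232 ± 213 against 981 ± 139 (exact permutation test, p = 0.0173). Hif3a had a log2 difference of 0.32 and Fkbp5, a partner of the glucocorticoid receptor, one of 0.14. The metallothionein gene Mt2 was the member that fell, from 13850 ± 431 to 12820 ± 388 (exact permutation test, p = 0.00433). The mean of the list was higher in 5 of the 6 lactating mice than in any virgin mouse (exact permutation test, p = 0.00866), with adjusted p = 0.41 from camera with an estimated correlation. The list was written with Table 1 and part of Table S1 read, and 2 of its genes are in Table 1. Of 100 splits of the arrays, 7 gave it as small a camera p as the real one (3.67e-07, and 2.5e-15 as the smallest of the others), so chance cannot be excluded.

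Of 16 genes of prolactin and JAK-STAT signaling, 4 were higher and 1 was lower at an unadjusted p under 0.05, and Cish and Socs2, both suppressors of cytokine signaling, rose when adjusted over the list alone. Socs2 averaged 953 ± 82.6 (SD, n = 6) in lactating mice and 782 ± 87.2 (SD, n = 6) in virgin mice (exact permutation test, p = 0.0108). Bcl6, which is also in the glucocorticoid list, and Sh2b3 had log2 differences of 0.20 and 0.07, and the lower gene was Stat5a, at 556 ± 27.3 against 616 ± 48.8 (exact permutation test, p = 0.0152). With an estimated correlation the adjusted p of the list was 0.158, fry gave an adjusted p of 0.0261, and the mean of the list was higher in 4 of the 6 lactating mice than in any virgin mouse (exact permutation test, p = 0.00866). Without Cish and the other gene of the list that is in Table 1, this held for 3 of the 6 (exact permutation test, p = 0.0303). Etnppl, an enzyme of phospholipid metabolism that astrocytes express, was 64.5% higher, at 810 ± 194 against 493 ± 82.0 (exact permutation test, p = 0.013).

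Receptor genes for steroid and thyroid hormones and genes for proteins of the microRNA pathway did not differ. Of 8 such receptor genes, 0 were higher or lower at an unadjusted p under 0.05 from limma or when adjusted over the list alone (camera, adjusted p = 0.332). The estrogen receptor gene Esr1 averaged 342 ± 18.1 (SD, n = 6) in lactating mice and 333 ± 31.4 (SD, n = 6) in virgin mice (exact permutation test, p = 0.517), and the progesterone receptor gene Pgr averaged 553 ± 29.3 against 534 ± 32.8 (exact permutation test, p = 0.318). The glucocorticoid receptor gene Nr3c1 had a log2 difference of 0.03. Of 15 genes of the microRNA pathway, 0 were higher or lower at an unadjusted p under 0.05 or when adjusted over the list alone (camera, adjusted p = 0.19). The Argonaute gene Ago3 averaged 1277 ± 80.9 against 1223 ± 75.7 (exact permutation test, p = 0.264), and Dgcr8, which acts in the processing of primary microRNAs, averaged 926 ± 32.4 against 897 ± 41.5 (exact permutation test, p = 0.212).

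Among markers of cell types, those of endothelium were shifted higher (camera, adjusted p = 0.0474, and adjusted p = 0.662 with an estimated correlation), with 2 of 12 genes higher at an unadjusted p under 0.05, Eng and the glucose transporter Slc2a1, and both rose when adjusted over the list alone. Neuron markers were shifted higher too (camera, adjusted p = 0.0474, and adjusted p = 0.662 with an estimated correlation), with Elavl4 the 1 of 13 genes that was higher and 0 when adjusted over the list alone. Neither call is stable, since both were lost after quantile normalization (0.0661 for endothelium and 0.0625 for neurons) and cyclic loess (0.0926 and 0.151), and without single arrays, among them lactating mouse 4 (0.261 and 0.123) and virgin mouse 5 (0.202 and 0.111). Of 14 microglia markers, 4 were lower at an unadjusted p under 0.05 (P2ry12, Trem2, Siglech and Cx3cr1) and 0 were higher, 0 passed when adjusted over the list alone, and the list did not pass on the log2 scale (camera, adjusted p = 0.0799, and adjusted p = 0.662 with an estimated correlation). It was lower past the threshold on linear values (0.0397), after quantile normalization (0.0495), among clusters above the median (5.29e-05), without virgin mouse 2 (0.00518) and without lactating mouse 6 (0.026), and it was at 0.818 without virgin mouse 6, whose mean for the list was 0.324. The lists of oligodendrocytes (camera, adjusted p = 0.676), their precursors (0.332), ependyma (0.332), choroid plexus (0.941), blood (0.941), immediate early genes (0.807), excitatory neurons of the cortex and hippocampus (0.278), and cholinergic and parvalbumin neurons of the medial septum (0.364) were not shifted. When adjusted over the list alone, 0 genes of these lists passed in limma except for blood. There Alas2 rose and S100a9 fell among 3 measured genes. At an unadjusted p under 0.05 the choroid plexus list had 1 gene higher and 1 lower and the ependyma list 1 lower. The excitatory neuron list was called higher without virgin mouse 6 (camera, adjusted p = 0.0397). It was also called without the 3 arrays farthest out on the first principal component (0.00282). The ependyma list was called lower without lactating mouse 6 (0.0401) and without those 3 arrays (0.0173).

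Other splits of the 12 arrays into 6 and 6 often gave as many calls as the real one. Of 100 splits, 16 gave at least as many clusters at an unadjusted p under 0.0025 on the log2 scale (120 for the real split and 403 as the highest of the others), 9 on the linear scale (167 and 523), and at an unadjusted p under 0.05 the splits with at least as many were 14 on the log2 scale (2828 and 5662) and 13 on the linear scale (2843 and 5808). At least as many shifted lists came from 22 splits (12 and 14), so chance cannot be excluded for these counts. Splits with several times the real count point to a structure among the arrays. The first principal component, with 22.1% of the variance, followed the contrast between bright and dim clusters over the 12 arrays (correlation 0.98), and splits with a wider gap on it had more clusters at an unadjusted p under 0.05 (rank correlation 0.798 over the 100 splits, and 0.0218 for the second component). The gap of the real split was 12.5, with 13 of the other splits above it, and what causes the contrast was not tested.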
